# *In Vitro* Ischemia Triggers a Transcriptional Response to Down-Regulate Synaptic Proteins in Hippocampal Neurons

**DOI:** 10.1371/journal.pone.0099958

**Published:** 2014-06-24

**Authors:** Joana Fernandes, Marta Vieira, Laura Carreto, Manuel A. S. Santos, Carlos B. Duarte, Ana Luísa Carvalho, Armanda E. Santos

## Abstract

Transient global cerebral ischemia induces profound changes in the transcriptome of brain cells, which is partially associated with the induction or repression of genes that influence the ischemic response. However, the mechanisms responsible for the selective vulnerability of hippocampal neurons to global ischemia remain to be clarified. To identify molecular changes elicited by ischemic insults, we subjected hippocampal primary cultures to oxygen-glucose deprivation (OGD), an *in vitro* model for global ischemia that resulted in delayed neuronal death with an excitotoxic component. To investigate changes in the transcriptome of hippocampal neurons submitted to OGD, total RNA was extracted at early (7 h) and delayed (24 h) time points after OGD and used in a whole-genome RNA microarray. We observed that at 7 h after OGD there was a general repression of genes, whereas at 24 h there was a general induction of gene expression. Genes related with functions such as transcription and RNA biosynthesis were highly regulated at both periods of incubation after OGD, confirming that the response to ischemia is a dynamic and coordinated process. Our analysis showed that genes for synaptic proteins, such as those encoding for PICK1, GRIP1, TARPγ3, calsyntenin-2/3, SAPAP2 and SNAP-25, were down-regulated after OGD. Additionally, OGD decreased the mRNA and protein expression levels of the GluA1 AMPA receptor subunit as well as the GluN2A and GluN2B subunits of NMDA receptors, but increased the mRNA expression of the GluN3A subunit, thus altering the composition of ionotropic glutamate receptors in hippocampal neurons. Together, our results present the expression profile elicited by *in vitro* ischemia in hippocampal neurons, and indicate that OGD activates a transcriptional program leading to down-regulation in the expression of genes coding for synaptic proteins, suggesting that the synaptic proteome may change after ischemia.

## Introduction

Global cerebral ischemia is a pathological condition in which brain tissue is subjected to reduced levels of oxygen and glucose due to impairment in blood supply to the entire brain, causing biochemical modifications in the normal functioning of neurons that can lead to injury in specific neuronal subpopulations. One of the main features of transient global cerebral ischemia is the delayed death of the pyramidal neurons of the CA1 region of the hippocampus, which occurs hours to days after the insult. This time-window between the end of the transient ischemic insult and the first signs of neuronal demise is believed to be associated with the activation of competing programs of gene expression, in which some will facilitate cell survival, whereas others will contribute to neuronal death [1].

A great effort has been put into identifying genes that participate in the response of hippocampal cells to global cerebral ischemia *in vivo* [2]–[4]. However, while it is accepted that several cellular functions are compromised, our understanding of how this correlates with the selective and delayed death of hippocampal neurons is still unclear. This analysis requires investigations at the molecular level, more easily performed using *in vitro* models. In the present study we used microarray technology to identify genes whose expression is significantly altered in hippocampal neuronal cultures submitted to oxygen and glucose deprivation (OGD), an established *in vitro* model for cerebral global ischemia [5]. To the best of our knowledge no large scale study was developed so far using an OGD insult as a tool to study ischemia-induced changes in the transcriptome of hippocampal neurons at different periods of recovery. In accordance to what has been previously observed in models of global and focal ischemia [2]–[4], [6]–[9], OGD induced changes in the expression levels of genes related with a variety of functions within neurons, such as the synapse. Failure in synaptic activity is one of the earliest events in cerebral ischemia, due to the energetic imbalance that occurs during an ischemic insult and that leads to neuronal depolarization and impaired neurotransmission [10]. Moreover, there are biochemical alterations that occur in neurons submitted to ischemic insults, which include changes in the expression levels and the molecular composition of proteins related with synaptic transmission, such as the ionotropic glutamate receptors of the α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPAR) and the N-methyl-D-aspartate (NMDAR) types, among other proteins [11]–[14] that can be implicated in the mechanisms promoting either cell death or cell survival.

In particular, we observed that OGD up-regulates REST expression, triggers a transcriptional program that down-regulates synaptic protein-encoding genes and induces changes in the subunit composition of the AMPAR and the NMDAR subtypes. The extent to which the post-ischemic alterations identified in this work influence the fate of neuronal cells exposed to ischemia can now be addressed, and may result in the identification of attractive therapeutic targets for the treatment of cerebral ischemia.

## Methods

### Primary hippocampal neuronal cultures

Primary cultures of rat hippocampal neurons were prepared from the hippocampi of E18-E19 Wistar rat embryos, after treatment with trypsin (0.06%, 15 min, 37°C; Gibco Invitrogen, Paisley, UK) in Ca^2+^- and Mg^2+^-free Hank's balanced salt solution (HBSS; in mM: 5.36 KCl, 0.44 KH_2_PO_4_, 137 NaCl, 4.16 NaHCO_3_, 0.34 Na_2_HPO _4_.2H_2_O, 5 glucose, 1 sodium pyruvate, 10 HEPES and 0.001% phenol red). The hippocampi were then washed with HBSS containing 10% fetal bovine serum (Gibco Invitrogen), to stop trypsin activity, and transferred to Neurobasal medium (Gibco, Life Technologies, Paisley, UK), supplemented with SM1 neuronal supplement (1∶50 dilution; Stem Cell Technologies, Grenoble, France), 25 µM glutamate, 0.5 mM glutamine and 0.12 mg/ml gentamycin (Sigma-Aldrich, St Louis, MO). The cells were dissociated in this solution and were then plated in 6-well microplates (MW6) (for Western blot and real-time PCR experiments) or 24-well microplates (MW24) (for cell death assays), previously coated with poly-D-lysine (0.1 mg/mL, Sigma-Aldrich), or on poly-D-lysine coated glass coverslips, at a density of 85.0×10^3^ cells/cm^2^. The cultures were maintained in a humidified incubator with 5% CO_2_/95% air, at 37°C, for 14–15 days. According to what has been previously observed in our lab [15], we estimate that hippocampal cultures contain ∼10% of glial cells. All animal procedures were reviewed and approved by DGAV, Portugal.

### Oxygen-Glucose Deprivation (OGD)

For the OGD insult, hippocampal cultures were incubated in a glucose–free saline buffer (in mM: 10 HEPES, 116 NaCl, 5.4 KCl, 0.8 MgSO_4_, 1 NaH_2_PO_4_, 1.8 CaCl_2_, 25 NaHCO_3_, 25 sucrose, pH 7.3) in an anaerobic chamber (Thermo Forma 1029, Thermo Fisher Scientific, Waltham, MA), at 37 °C, for the indicated periods of time. Control neurons were placed in a similar saline buffer with 25 mM glucose instead of sucrose and kept in an air/CO_2_ incubator, at 37°C, for the same period of time. After the stimulation periods, the saline buffers were replaced by the conditioned medium and the cultures returned to the air/CO_2_ incubator, where they were left to recover for the indicated times.

In studies performed in the presence of the NMDA receptor antagonist MK-801 (10 µM), the AMPA receptor antagonist GYKI 52466 (50 µM) and the selective Ca^2+^-permeable AMPARs (CP-AMPARs) antagonist Naspm (50 µM), a pre-incubation of 15 minutes was done and the antagonists were present during both the insult and the post-ischemic period. MK-801, GYKI 52466 and Naspm were purchased from Tocris Bioscience (Bristol, UK). In the studies performed in the presence of the calpain inhibitor MDL 28170 (50 µM, Calbiochem, Darmstadt, Germany), a pre-incubation of 30 minutes was done and the inhibitor was present during both the insult and the post-ischemic period.

### Analysis of the nuclear morphology

For analysis of the nuclear morphology, neurons were fixed 24 h after OGD at room temperature in 4% sucrose/4% paraformaldehyde in phosphate-buffered saline (PBS), washed with PBS and incubated with the fluorescent dye Hoechst 33342 (1 µg/ml, Molecular Probes Europe) for 10 min. The coverslips were mounted on glass slides with Dako mounting medium (Thermo Scientific) and examined with a Zeiss Axiovert 200 fluorescence microscope (40× objective). The cell-permeable DNA stain Hoechst 33342 presents blue fluorescence. Viable cells display a normal nuclear size and a diffuse blue fluorescence, whereas damaged cells display bright blue pyknotic nuclei with condensed or fragmented chromatin [16]. The experiments were performed in duplicate and approximately 400 cells were counted per coverslip in 6–10 distinct randomly selected optical fields. Cell death is expressed as the percentage of dead cells relatively to the total number of scored cells.

### LDH release assay

For the assessment of lactate dehydrogenase (LDH) release, the culture conditioned medium was collected after the indicated times of incubation after exposure to OGD or control conditions. The LDH activity was assayed using a commercial kit (CytoTox 96 Non-Radioactive Cytotoxicity Assay, Promega, Madison, WI), and determined as indicated in the manufacturer's protocol. The percentage of LDH release was determined as the ratio between LDH activity in the extracellular medium and total LDH activity, obtained after complete cell lysis with Triton X-100. The percentage of cell death was calculated relatively to cells treated with lysis buffer, which were considered as 100%. All experiments were carried out in duplicate or triplicate, for each independent experiment.

### Total RNA isolation, RNA Quality and RNA Concentration

Seven and 24 hours after the OGD challenge, total RNA was extracted from cultured hippocampal neurons with TriZol reagent (Gibco Invitrogen), following the manufacturer's specifications. Briefly, 1 ml of TRIzol was added to each well of a 6-well plate and the content of each experimental condition (two wells) was collected. Chloroform was then added for phase separation and the RNA precipitated by isopropanol addition. The precipitated RNA was washed with 75% ethanol, centrifuged, air-dried and resuspended in 20 µl of RNase-free water (Gibco Invitrogen). RNA quality and integrity were evaluated using the Experion automated gel-electrophoresis system (Bio-Rad, Hercules, CA). RNA concentration was determined spectrophotometrically using Nanodrop 2000 (Thermo Fisher Scientific, Wilmington, DE). The samples were stored at −80°C until further use.

### Microarray hybridization

For the microarray analysis, total RNA from rat hippocampal neuronal cultures subjected to control or OGD conditions was collected after 7 h and 24 h of post-incubation in culture conditioned medium. RNA from three independent cultures was used as biological replicates. Equal amounts of RNA extract (200 ng) from each replicate were amplified and Cy-3-labeled using the Low Input Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA). Hybridizations were carried out following Agilent Technologies instructions for One-Color Microarray-Based Gene Expression Analysis (Agilent Technologies), using whole-genome Rat GE 4×44K v3 Microarrays. Images were obtained using the Agilent G2565AA microarray scanner and fluorescence quantization was performed using the Agilent Feature Extraction 10.5.1.1 software and the GE1_105_Dec08 protocol. The signal intensity was aligned and normalized between microarrays by centering the median of the signal distribution using BRB-ArrayTools v3.8.1. The microarray data was submitted to GEO database and has been given the accession number GSE54037.

### Microarray data analysis

The TIGR MultiExperiment Viewer (MeV) v4.6 was used for statistical analysis of the data. Student's *t*-test was used to determine differentially expressed genes, with a *p*-value cut-off of 0.05. Of these, only genes with a fold change above 2.0 were considered differentially expressed and included in further analyses.

For gene ontology analyses, the lists of differentially expressed genes from all conditions were imported to GoMiner. Ontological classes were selected manually and, for the production of the pie-charts, the number of genes for each class were divided by the sum of the total number of genes in the selected classes, as indicated in figure captions.

### Primer Design

Primers for target genes were designed using the “Beacon Designer 7” software (Premier Biosoft International), with the following specifications: (1) GC content about 50%; (2) Annealing temperature (Ta) between 55±5°C; (3) Secondary structures and primer-dimers were avoided; (4) Primers length between 18–24 bp; (5) Final product length between 100–200 bp. All primers used in this work are listed in **Table S1**.

### Real-Time PCR

For cDNA synthesis, 1 µg of total RNA was used with the iScript cDNA Synthesis Kit (BioRad), according to the manufacturers' instructions. For real-time PCR (qPCR) 20 µl reactions were prepared with 2 µl of 1∶10 diluted cDNA, 10 µl of 2x iQ SYBR Green Supermix (Bio-Rad) and specific primers at 250 nM. The fluorescent signal was measured after each elongation step of the PCR reaction, in the iQ5 Multicolor Real-Time PCR Detection System (Bio-Rad), and was used to determine the threshold cycle (C_t_), as previously described [17]. Melting curves were performed in order to detect non-specific amplification products, a non-template control was included in all assays, and for each set of primers a standard curve was performed to assess primer efficiency. Reactions were run in duplicate. For each gene, average C_t_ was calculated as the mean of five biological replicates for each condition. The expression level of each gene was normalized to the expression level of the gene in the corresponding control condition. All C_t_ values were normalized to two internal control genes, Actb and Gapdh (shown not to change between control and OGD conditions), using the GenEx software (MultiD Analyses). Fold change values above 1.0 indicate an up-regulation relative to the control condition, whereas fold change values below 1 indicate a down-regulation relative to the control condition. All values are indicated as log-transformed data.

### Preparation of total protein extracts

Hippocampal neuronal cultures were washed twice with ice-cold PBS before addition of ice-cold lysis buffer (in mM: 50 HEPES, 150 NaCl, 2 EGTA, 2 EDTA, 2 Na_3_VO_4_, 50 NaF, pH 7.4, with 1% Triton X-100) supplemented with 1 mM DTT and a mixture of protease inhibitors: 0.1 mM PMSF and CLAP (1 µg/ml chymostatin, 1 µg/ml leupeptin, 1 µg/ml antipain, and 1 µg/ml pepstatin (Sigma-Aldrich). Samples were frozen twice at -80°C, after which the total protein was quantified using the BCA method (Thermo Scientific). Samples were then denatured with 2x concentrated denaturing buffer (125 mM Tris, pH 6.8, 100 mM glycine, 4% SDS, 200 mM DTT, 40% glycerol, 3 mM sodium orthovanadate, and 0.01% bromophenol blue) at 95°C for 5 min.

### Biotinylation assay

Biotinylation assays were performed 24 h after the OGD insult. Cells were washed twice with PBS containing calcium and magnesium (PBS/Ca^2+^/Mg^2+^; in mM: 137 NaCl, 2.7 KCl, 1.8 KH_2_PO_4_, 10 Na_2_POH_4_, plus 0.5 MgCl_2_, 1 CaCl_2_, pH 7.4), followed by incubation with 0.25 mg/ml NHS-SS-Biotin (Thermo Scientific) for 15 min at 4°C under mild shaking. Cells were then washed twice with PBS/Ca^2+^/Mg^2+^ supplemented with glycine (100 mM) and incubated in this solution for 15 min at 4°C under mild shaking. For analysis of the surface AMPA receptors (AMPAR), cells were lysed in the lysis buffer indicated above for total protein extracts, supplemented with protease inhibitors, followed by 30 min incubation on ice, and frozen at −80°C. After thawing, cellular extracts were centrifuged at 18,000 g for 30 min at 4°C and the pellet was discarded. Fifty µg of each protein extract was used for the input and 150 µg was used for incubation with NeutrAvidin beads. For analysis of the surface NMDA receptors (NMDAR), cells were incubated with lysis buffer (in mM: 50 Tris-HCl, pH 7.4, 5 EGTA, 1 DTT), supplemented with protease inhibitors, for 30 min at 4°C under mild shaking, after which samples were collected and briefly sonicated. Cellular extracts were then incubated with 1% DOC, pH 9.0, for 1 h at 37°C, centrifuged at 18,000 g for 30 min at 4°C and the pellet was discarded. One hundred µg of each protein extract was used for the input and 400 µg was used for incubation with NeutrAvidin beads.

In both cases, NeutrAvidin beads were added in equal amounts to the supernatant fluid (2.5 µl/10 µg total protein) and incubated for 2 h at 4°C in an orbital shaker. The beads were washed four times with the correspondent lysis buffer. The samples were then eluted with 2x denaturating buffer, boiled at 95°C for 5 min and centrifuged into a tube collector with a 0.45 µm filter.

### Preparation of nuclear protein extracts

Nuclear extracts of hippocampal neurons were prepared 24 h after the OGD insult. Cells were washed with ice-cold PBS and solubilized in ice-cold buffer 1 (in mM: 10 HEPES, 10 NaCl, 3 MgCl_2_, 1 EGTA and 0.1% Triton X-100, pH 7.5) for 30–40 min. The nuclei were pelleted by centrifugation at 2,400 g for 10 min at 4°C and then resuspended in ice-cold buffer 2 (in mM: 25 HEPES, 300 NaCl, 5 MgCl_2_, 1 EGTA and 20% glycerol, pH 7.4) for 1 h, after which they were centrifuged at 12,000 g for 20 min at 4°C. The supernatants (nuclear extracts) were collected and stored at −80°C until use. Both buffers were supplemented with 0.1 mM PMSF and 1 µg/ml CLAP, as well as with 1 mM DTT before use. Protein concentration of the extracts was measured using the Bradford assay. Samples were then denatured with 2x concentrated denaturing buffer at 95°C for 5 min, and 100 µl of each sample were used for SDS-PAGE.

### SDS-PAGE and Western Blotting

Protein samples were separated by SDS-PAGE in 7.5% (REST), 8% (NMDAR subunits) or 10% (AMPAR subunits) polyacrylamide gels, transferred to PVDF membranes (Millipore, Billerica, MA) and immunoblotted. The membranes were blocked with Tris-buffered saline-Tween (TBS-T) (in mM: 20 Tris, 137 NaCl, pH 7.6, and 0.1% Tween20) with 5% non-fat milk, for 1 h at room temperature, and then incubated with the primary antibody in TBS-T 5% milk, overnight at 4°C. Incubation with antibodies against α-tubulin (Sigma-Aldrich, #T5168), β-actin (Sigma-Aldrich, #A5441) and α-spectrin (Millipore, #1622) were performed for 1 h at room temperature, whereas antibodies against REST(Millipore, #07-579), GluA1 (Millipore, #AB1504), GluA2 (Millipore, #MAB397), GluN1 (Millipore, #MAB363), GluN2A (Millipore, #AB1555P) and GluN2B (BD Biosciences, San Jose, CA, #610417) were incubated overnight at 4°C. After extensive washing, membranes were incubated with the secondary antibody conjugated with alkaline phosphatase for 1 h at room temperature. After additional washes, the membranes were developed using the enhanced chemifluorescence (ECF) substrate, and scanned on the Storm 860 Gel and Blot Imaging System (Amersham Biosciences, Buckinghamshire, UK). The density of the bands was analyzed with ImageQuant 5.0 software. For subsequent reprobing, the membranes were stripped of antibody with NaOH 0.2 M for 20 minutes, blocked again and incubated with the appropriate antibodies.

### Statistical Analysis

Results are presented as means ± S.E.M. of the number of experiments indicated performed in different preparations. The normality of the data was assessed using the Kolmogorov-Smirvov test. Statistical significance was assessed by one-way analysis of variance (ANOVA) followed by the Bonferroni's or Dunn's Multiple Comparison test, or by Student's *t*-test (always performed in pairs by comparing each OGD condition with the respective control), as indicated in the figure captions. These statistical analyses were performed using the software package GraphPad Prism 5.

## Results

### OGD induces delayed neuronal death in mature hippocampal neurons

In order to characterize the neuronal injury induced by *in vitro* oxygen and glucose deprivation, primary hippocampal neuronal cultures were subjected to different periods of OGD, followed by 24 h incubation in culture conditioned medium, after which cell viability was evaluated by analysis of the nuclear morphology. Periods of OGD≥1 h 30 min resulted in a decrease in cell viability of nearly 20% (**Figure 1A**). Therefore, in all forthcoming experiments the cells were subjected to OGD for 2 h and further incubated in culture conditioned medium for the indicated periods of time.

**Figure 1:**
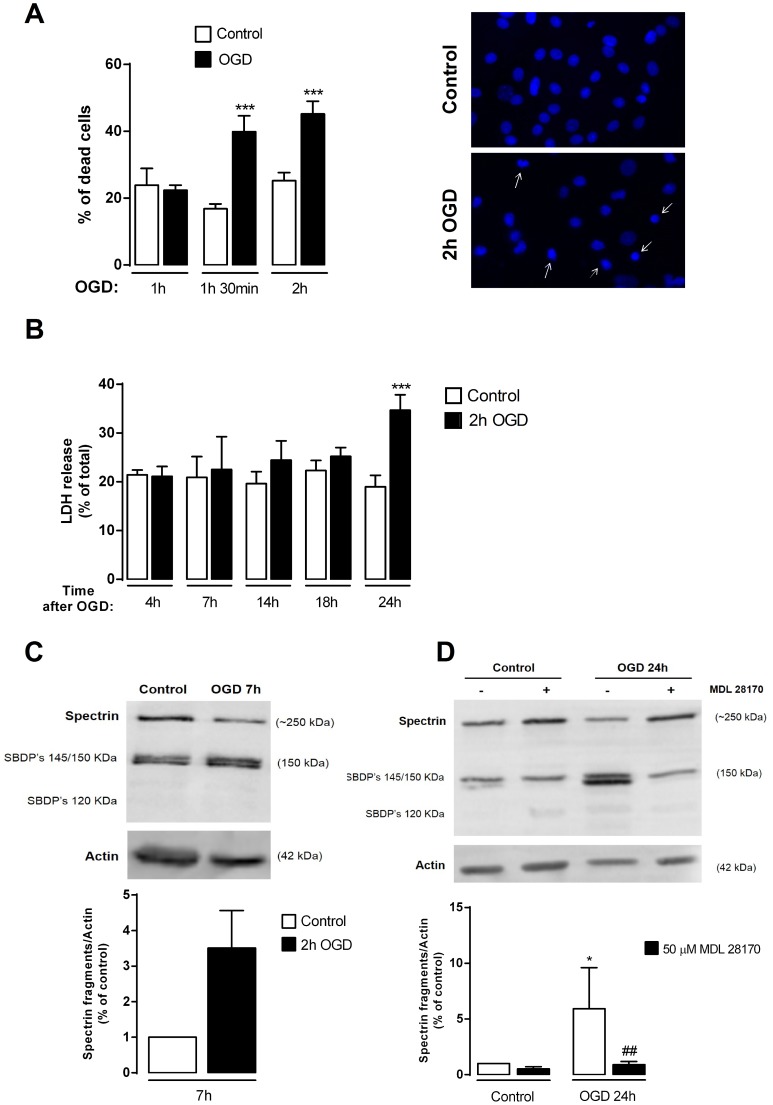
OGD induces delayed neuronal death of mature hippocampal neurons in culture. (**A**) OGD causes hippocampal neuronal cell death, as determined by analysis of nuclear morphology. After incubation under OGD conditions for 1 h (n = 3), 1 h30 (n = 12) and 2 h (n = 10), cells were returned to the 5% CO_2_ incubator for 24 h. Cell viability was then assessed by analysis of the nuclear morphology. Pyknotic nuclei (arrows) were counted as dead cells. The results were expressed as the percentage of dead cells relatively to the total cell number. The right panel depicts nuclear morphology of neurons subjected to control and 2 h OGD. (**B**) Time-course of OGD-induced neuronal death, as determined by LDH release. Cells were subjected to OGD for 2 h and the LDH release was assessed 0 h (n = 6), 4 h (n = 5), 7 h (n = 3), 14 h (n = 6), 18 h (n = 6) and 24 h (n = 13) after the stimulus. (**C–D**) OGD induces cleavage of spectrin and the formation of spectrin breakdown products (SBDPs). SBDPs protein levels were analyzed by Western blot 7 h (**C**) and 24 h (**D**) after 2 h of OGD. The calpain inhibitor MDL 28170 (50 µM) was added 30 min prior to stimulation and kept during the stimulation and post-stimulation period (24 h). Actin was used as loading control. Bars represent the mean ± SEM of five (**C**) or ten (**D**) independent experiments performed in distinct preparations. *p<0.05, ***p<0.001, as determined by the Student's *t*-test (**C**) and One-way ANOVA followed by Dunn's Multiple Comparison Test (**D**; *p<0.05 for the OGD condition compared to control, ##*p*<0.01 for the OGD+MDL28170 condition compared to OGD).

To test whether OGD causes delayed neuronal death, we assessed cell viability at different periods after the insult, by quantification of the LDH release (**Figure 1B**). We observed that at post-incubation periods of up to 18 h after OGD there was no detectable change in cell viability, whereas at 24 h after the insult LDH release was increased, thus confirming that the OGD challenge induces delayed neuronal death, similarly to the ischemic insult *in vivo* [5], [18]–[20].

Previous studies have indicated that the intracellular effects of ischemia include the activation of calpains, a family of calcium-activated cysteine proteases which trigger substrate-specific proteolysis that may contribute to neuronal death [21], after both *in vivo* [22], [23] and *in vitro* ischemia [24]–[26]. Calpain activation (usually detected as the breakdown products of a preferred substrate, spectrin) can therefore serve as an indirect indicator of the induction of cell death. As expected, no significant OGD-induced calpain activation was observed 7 h (**Figure 1C**) after subjecting hippocampal neurons to the ischemic insult (a time point at which there is still no significant cell death, as assessed by quantification of LDH release, Figure 1B). However, at 24 h after the insult, significant activation of these proteases was observed, as indicated by the formation of the calpain-specific145 kDa spectrin cleavage product (**Figure 1D**). No 120 kDa cleavage products were detected, indicating that caspase-3 does not contribute to spectrin cleavage under the experimental conditions used [27]. We have used a calpain inhibitor (MDL 28170) to test whether the OGD-induced formation of the 145 kDa spectrin cleavage product was specifically mediated by calpain activation upon OGD (Figure 1D). We observed that in the presence of the calpain inhibitor there is a dramatic reduction in the formation of the OGD-induced spectrin cleavage product (145 kDa). Taken together, these results show that incubation under OGD (2 h) results in significant cell death in primary hippocampal neurons, 24 h after the insult. Therefore, this protocol can be used to investigate the ischemic response at earlier (7 h) or later (24 h) recovery periods after the insult.

### OGD-induced hippocampal neuronal death is prevented by glutamate receptor antagonists

Glutamate toxicity due to overactivation of glutamate receptors, or *excitotoxicity*, has been previously related to cerebral ischemia and mediates an important component of global ischemia-induced neuronal damage, given that application of glutamate receptor antagonists attenuates synaptic transmission and neuronal death, conferring neuroprotection [28], [29]. To analyze the contribution of NMDA and AMPA ionotropic glutamate receptors to neuronal death elicited by OGD, hippocampal neuronal cultures were submitted to OGD in the absence or in the presence of MK801 (selective NMDAR antagonist), GYKI 52466 (selective AMPAR antagonist) or Naspm (selective Ca^2+^-permeable (CP) AMPAR antagonist). All antagonists were added prior to OGD and kept during the stimulation and post-stimulation periods. Cell viability was assessed 24 h after the stimulus by analysis of nuclear morphology (**Figure 2A–C**) and by quantification of LDH release (**Figure 2D–F**). Both assays showed that cell death induced by OGD was prevented by the NMDA and AMPA receptor antagonists. Also, the selective CP-AMPARs antagonist Naspm inhibited the increase in LDH release, indicating the partipation of this subtype of AMPARs in the neuronal death elicited by OGD. Taken together, these results confirm that both AMPA and NMDA receptors are involved in OGD-induced neuronal death and mediate the main excitotoxic component of this *in vitro* model of cerebral ischemia.

**Figure 2:**
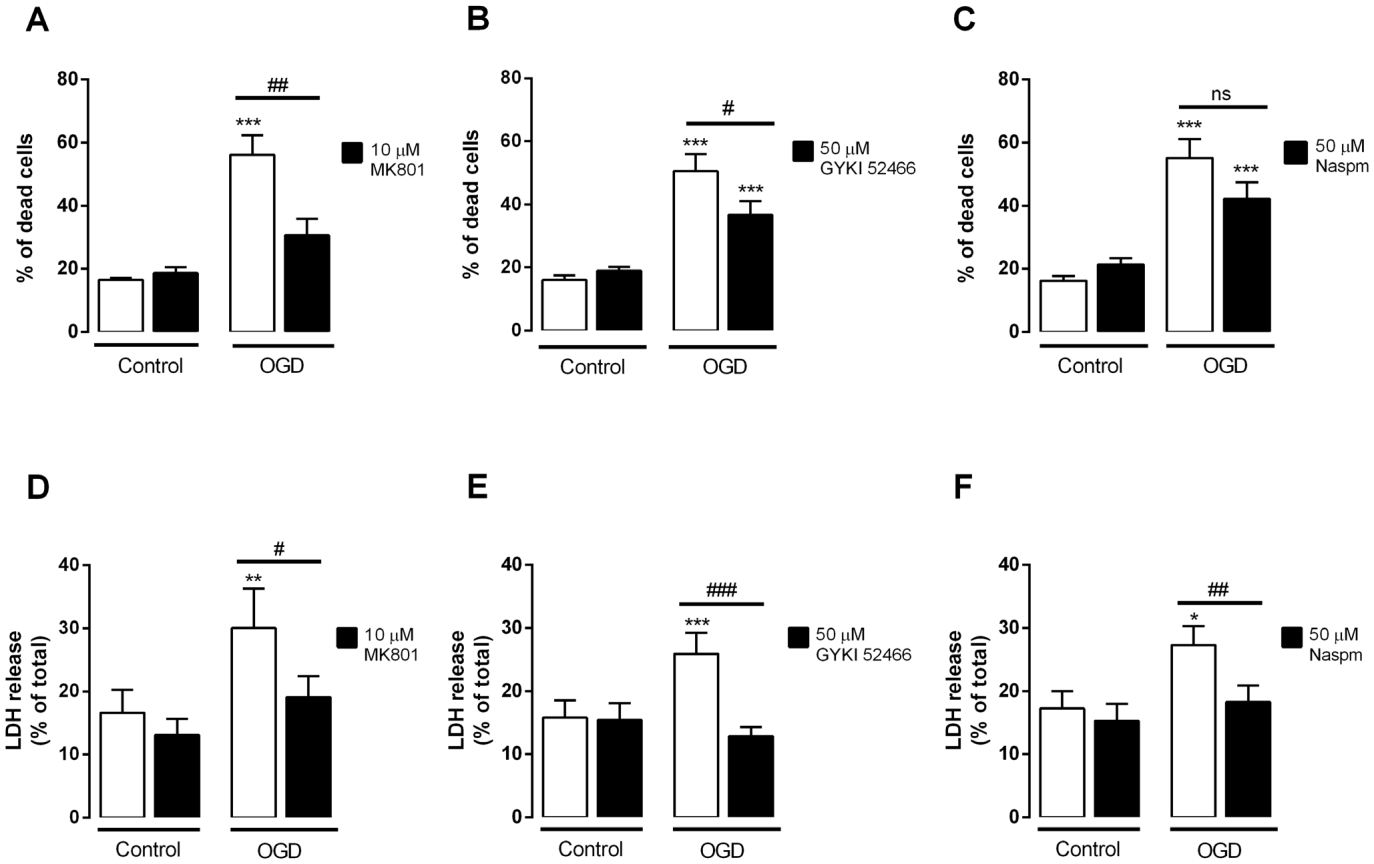
Inhibition of glutamate receptors protects hippocampal neurons against OGD-induced cell death. Mature hippocampal neurons were subjected to 2-stimulation periods. Cell viability was assessed 24 h after the stimulus by analysis of the nuclear morphology (**A–C**) and by determination of the LDH release (**D–F**). Bars represent the mean ± SEM of 4–9 independent experiments, performed in distinct preparations. Statistical analysis was performed using One-way ANOVA followed by Bonferroni's Multiple Comparison Test: *p<0.05, **p<0.01, ***p<0.001, relative to control; ^#^ *p*<0.05, ^##^ *p*<0.01, ^###^ *p*<0.001 relative to OGD condition. MK-801, selective NMDAR antagonist; GYKI 52466, selective AMPAR antagonist; Naspm, selective CP-AMPAR antagonist.

### OGD induces large-scale regulation of hippocampal gene expression

To investigate the molecular mechanisms involved in the neuronal response mediated by the OGD insult, we performed a whole-rat genome Agilent microarray analysis. Total RNA from rat hippocampal neuronal cultures submitted to control conditions or OGD were analyzed after 7 h and 24 h incubation in culture conditioned medium, in order to compare gene expression profiles at a time point prior to and after the onset of cell death. All experimental conditions were performed with three independent biological replicates. 

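The microarray experiment comprised 12 arrays, 3 in each of 4 groups: cultures kept under control conditions or exposed to OGD for 2 h, collected after 7 h or 24 h of recovery. The RNA of 1 culture was hybridized to each Agilent one-color array, on which the fluorescence of a spot reports the amount of labeled RNA bound to its probe. The deposited scanner output of each array holds 42877 spots for 30367 probes besides the control spots, and 1390 of these probes lie on several spots. The authors' Feature Extraction software had subtracted the background from each intensity and corrected it for trends across the array, without a normalization between arrays. The median spot intensity was between 447 and 660 units on the control arrays and between 234 and 426 on the OGD arrays at 7 h, with middle values of 532 and 364. At 24 h it was between 402 and 477 on the control arrays and between 131 and 546 on the OGD arrays, with middle values of 438 and 374. Between 78.3% and 87.1% of the spots were well above background. The intensities were taken to the log2 scale, the spots of a probe were averaged without those the software had marked as outliers, and the median of the array was subtracted, as the paper describes for its own values. Of the 364404 probe values, 70 were missing after this step. The authors' normalized values differ from these log2 intensities by 1 constant per array, within 0.01, for 98.96% to 99.6% of the probes. Each of the 6 slides carried the control and the OGD array of 1 time point and replicate number. The arrays of a slide were scanned together on 3 slides and apart on the others, by 211 min on those of replicates 1 and 2 at 7 h and by 177 min on that of replicate 1 at 24 h, the OGD array first. The number of arrays limits the precision of every value.

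**Figure D1:**
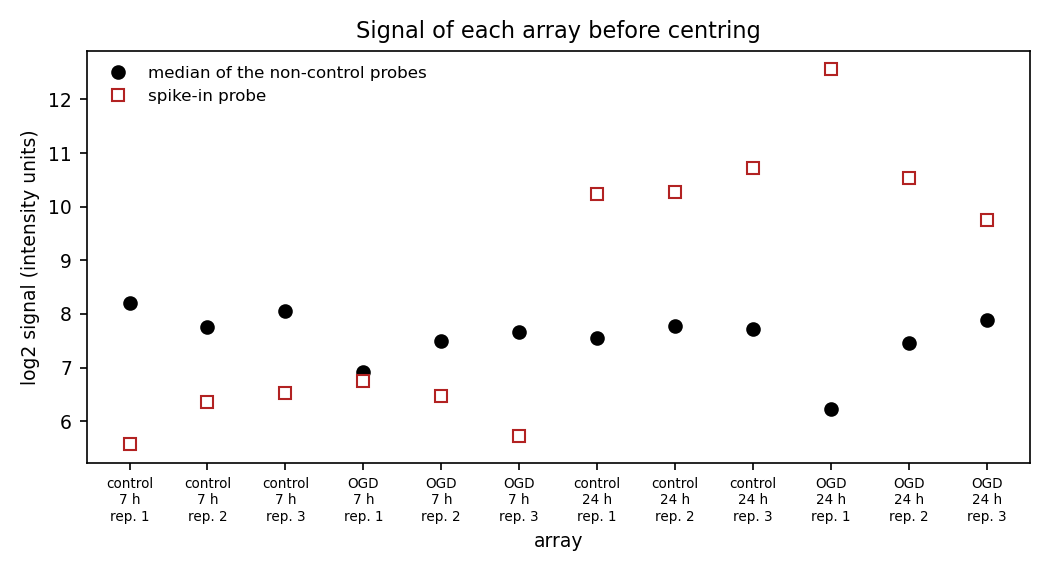
Log2 signal in intensity units of each array before centring, as the median over the non-control probes (filled circles) and as the 1 spike-in probe usable on all arrays (open squares). The OGD 24 h replicate 1 array has the lowest median, 6.23, and the highest spike-in signal, 12.56.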

Student's *t*-test was used to determine the genes whose expression was significantly different between cells subjected to ischemic injury and the correspondent control. Only genes with *p*<0.05 and with an expression fold change of 2.0 relatively to the control condition were considered differentially expressed and selected for further analyses. 

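OGD and control arrays of each time point were compared with limma, which fits the 4 groups together and draws the variance of each probe toward a common value worth 2.64 degrees of freedom. The p-values were adjusted over the 30367 probes by the Benjamini-Hochberg method, and the fold change is the ratio of geometric means. On simulated arrays of this design, with 200 of 30300 probes changed, p under 0.05 together with a fold of 2 recovered 85.5% of the changed probes at 7 h and 85% at 24 h. Among the unchanged simulated probes, 538 and 496 were called as well. Adjustment left 104 and 116 simulated probes, of which 98 and 109 were changed ones. The methods' t-test recovered 78% and 80% of the changed probes and called 295 and 284 unchanged ones. Each simulated probe was drawn independently, so these counts do not cover deviations that probes of an array share.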

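In limma, 3590 probes differed between OGD and control at 7 h and 4160 at 24 h, at an unadjusted p under 0.05. After adjustment, 0 probes had an adjusted p under 0.05 in limma at either time, and the lowest adjusted p was 0.117 at 7 h and 0.209 at 24 h. The methods' t-test, run on the same values within each time point, gave 4698 probes at 7 h and 1923 at 24 h at an unadjusted p under 0.05, and 1 and 0 after adjustment. Among the alternatives, the counts at an unadjusted p under 0.05 ran from 358 and 537 with the arrays scaled to the spike-in probe to 13890 and 10549 with limma's array quality weights, which gave 1 warning that they had not converged. With 1 array left out at a time, the limma count at 7 h ranged from 1705 without the OGD 7 h replicate 1 array to 6399 without the OGD 24 h replicate 1 array. The count at 24 h ranged from 2087 without the control 24 h replicate 1 array to 6470 without the OGD 24 h replicate 3 array.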

From the approximately 44 000 probes present on each array, the expression levels of 4 506 transcripts were altered 7 h after OGD, whereas 1 922 transcripts were differently expressed at 24 h after OGD, when compared to their respective controls (*p*<0.05, Student's *t*-test). Of these, we observed that at 7 h and 24 h of incubation after OGD, the levels of a total of 413 and 499 transcripts were more than two fold altered in response to OGD, respectively (**Figure 3A**).

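With a fold of 2 required as well, limma called 631 probes higher and 505 lower after OGD at 7 h, and 1126 higher and 595 lower at 24 h. The methods' t-test called 380 higher and 428 lower at 7 h, and 539 higher and 95 lower at 24 h. Scaling the arrays to the spike-in probe moved the limma calls to 74 higher and 284 lower at 7 h and 20 higher and 517 lower at 24 h. The calls at 7 h fell to 357 higher and 307 lower without the OGD 7 h replicate 1 array, and those at 24 h to 630 higher and 184 lower without the OGD 24 h replicate 1 array. On the slides of replicates 2 and 3 alone, a choice made after the data were seen, 405 probes were higher and 476 lower at 7 h, and 403 higher and 140 lower at 24 h. Of the probes called higher, 106 at 7 h and 381 at 24 h were not well above background on any control array, and 21 and 89 of these not on any OGD array either, so their folds are uncertain.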

**Figure 3:**
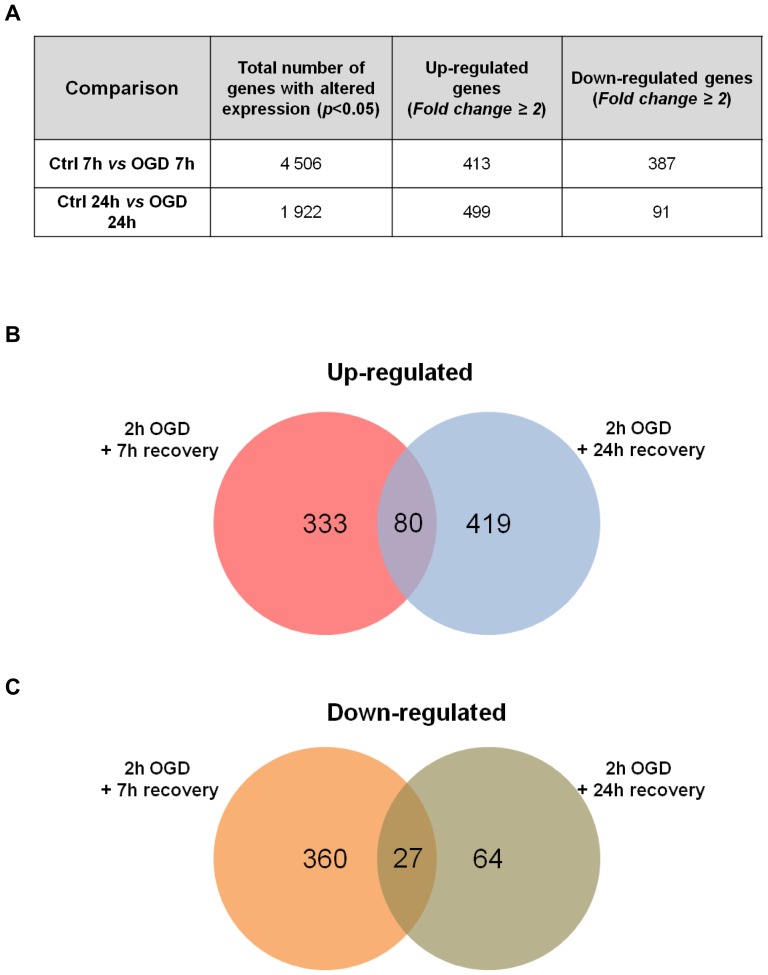
Summary of gene expression changes at 7 h and 24 h after OGD. (**A**) Student's *t*-test analysis was applied to the microarray data to identify all genes whose expression was significantly different between conditions (*p*<0.05). Up-regulated and down-regulated genes include those whose expression levels had a fold change ≥2.0. (**B and C**) Number of up-regulated (**B**) or down-regulated (**C**) transcripts at 7 h and 24 h after 2 h OGD. The intersection represents the number of transcripts whose transcription was changed in both recovery periods. The transcripts used in this analysis were considered differentially expressed after using two cut-off criteria: a *p*-value <0.05 and a fold change of 2.0. The VENNY informatic tool was used to compare the lists of transcripts to obtain the Venn Diagrams.

**Figure 3B–C** shows the number of genes that were exclusively altered at 7 h or 24 h after OGD, as well as the number of genes affected at both time points. 

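Counted by direction from the limma calls, 282 probes were higher after OGD at 7 h only, 777 at 24 h only and 349 at both times. Another 3 probes were called in opposite directions at the 2 times. The methods' t-test gave 291 probes higher at 7 h only, 450 at 24 h only and 89 at both. Without the OGD 7 h replicate 1 array, the probes higher at both times in limma fell to 184, and without the OGD 7 h replicate 3 array they rose to 471.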

Of all the transcripts up-regulated after OGD, the expression levels of 333 transcripts were increased specifically 7 h after injury, 419 transcripts were exclusively increased after 24 h after the insult and a total of 80 transcripts were found to be up-regulated after both time periods of incubation (**Figure 3B**). On the other hand, 360 transcripts were exclusively down-regulated at 7 h after OGD, whereas only 64 transcripts had reduced expression levels specifically at 24 h after OGD. 

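Among the limma calls, 373 probes were lower at 7 h only and 463 at 24 h only. The methods' t-test gave 398 and 65.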

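In limma, 132 probes were lower than in control cultures at both times. Leaving out the OGD 24 h replicate 1 array took this number to 33 and leaving out the OGD 24 h replicate 3 array to 190, whereas the methods' t-test gave 30. The difference between the responses at 24 h and 7 h was tested for each probe as an interaction in limma. That test gave 0 probes at an adjusted p under 0.05 and 1086 at an unadjusted p under 0.05. With array quality weights it gave 4656 probes after adjustment.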

A total number of 27 transcripts were down-regulated both at 7 h and 24 h after OGD (**Figure 3C**). These results indicate that whereas at 7 h after *in vitro* ischemia the changes in the transcriptome are related to both an up- and down-regulation of gene expression, at 24 h after the insult there is mainly up-regulation of gene expression.

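Of the limma calls, 55.5% were higher after OGD at 7 h and 65.4% at 24 h. By the methods' t-test the shares were 47.0% and 85.0%. The shares moved with the scaling of the arrays, to 67.0% at 7 h with each array's 75th percentile and to 20.7% at 7 h and 3.72% at 24 h with the spike-in probe. From the numbers of transcripts in each direction, the paper concludes that the response at 7 h runs both ways and that induction prevails at 24 h.

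**Figure D2:**
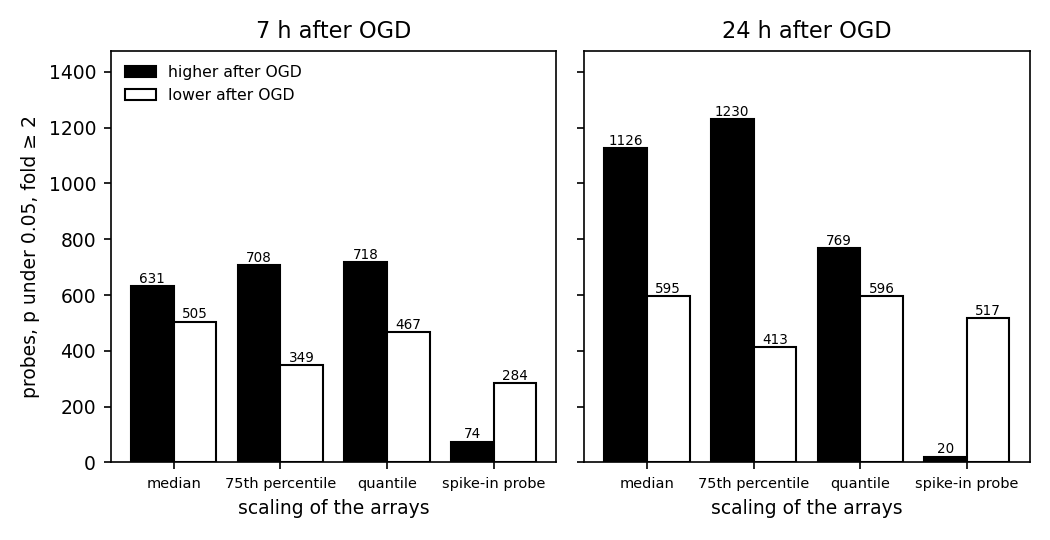
Number of probes called by limma as higher (black bars) or lower (white bars) after OGD, at p under 0.05 and a fold of 2 or more, for 4 scalings of the arrays. Higher calls outnumber lower ones at both times with the median, the 75th percentile and quantile normalization, and lower calls outnumber higher ones at both times with the spike-in probe.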

### Transcriptional adaptations induced by OGD

To study the changes induced by the OGD insult in terms of functional gene groups, we next considered all the transcripts that displayed a significant expression increase or decrease at 7 h and 24 h of incubation after injury (or at both time points of recovery, where indicated) by gene ontology categories using the informatics tool GoMiner. The most up- and down-regulated genes at 7 h, 24 h or at both time points after OGD (*i.e.*, genes that are regulated as a constitutive response to *in vitro* ischemia) belong to a diverse set of categories and are indicated in **Tables S2–S4**. **Figure 4** shows the number of genes up- or down-regulated at 7 h and 24 h after OGD for different ontological classes. 

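The genes of Tables S2–S4 were chosen from these arrays, so their changes here are no independent evidence. Of the genes of Table S2 with a probe, 11 were lower and 7 higher at 7 h, of which 10 and 7 had an unadjusted limma p under 0.05. Of those of Table S3, 8 were lower and 7 higher at 24 h, of which 7 and 7 passed. Of those of Table S4, 6 were lower and 6 higher at each time, and 5 and 6 passed at 7 h and 6 and 6 at 24 h. None passed adjustment over all probes. Adjusted over the list alone, 17 genes of Table S2 passed at 7 h, 14 of Table S3 at 24 h, and 11 and 12 of Table S4 at 7 h and 24 h. Pax3 in Table S2 and Eif4g2 in Table S3 count as lower here on their brightest probes, although the paper lists both as higher.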

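The ontological classes are listed gene by gene in Tables S5–S7, and each listed gene was followed here on the probe of its accession, or else on its brightest probe, without repeating the GoMiner analysis. A gene counts as called when it has a limma p under 0.05 and a fold of 2 or more in the listed direction. In the apoptosis class, 17 of 19 genes listed as lower at 7 h were called and 13 of 18 listed as higher. At 24 h, 5 of 5 apoptosis genes listed as lower were called and 18 of 22 listed as higher. Because the paper selected the listed genes from these arrays with the methods' t-test, the counts show how far the selection holds in limma on the probes followed here. On the authors' values, that t-test itself called 532 of 575 entries of Table S5, 361 of 402 of Table S6 and 76 of 91 of Table S7. Limma called 465, 338 and 75, so part of the shortfall does not come from limma. Scaling to the spike-in probe left 117 called entries in Table S5, 56 in Table S6 and 13 in Table S7.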

We found that genes related with metabolic processes, signaling pathways, receptor activity, transcription, RNA biosynthesis and apoptosis were the most altered after OGD. Genes included in other categories such as ion transmembrane transporter activity, inflammation and synapse were also highly regulated by the OGD challenge. 

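In the class of ion transmembrane transporter activity, 21 of 23 genes listed as lower at 7 h and 5 of 5 listed as higher were called, and at 24 h 6 of 9 and 11 of 11. In the inflammatory response class, 7 of 8 genes listed as lower at 7 h and 6 of 8 listed as higher were called, and at 24 h 2 of 2 and 14 of 16.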

Whereas the most up-regulated classes (and the number of genes with increased expression included in each one) are similar between 7 h and 24 h of recovery, the pattern of down-regulation is different. It is clear that at 7 h after OGD there are more genes whose expression is decreased than at 24 h, in all the classes considered (**Figure 4**).

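Over the classes of Table S5, 230 of 231 entries listed as higher at 7 h had a probe and 185 were called. In Table S6, 325 of 332 entries listed as higher at 24 h had a probe and 267 were called. A gene listed in more than 1 class is counted in each.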

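Of the 360 entries listed as lower at 7 h, 345 had a probe and 280 were called. At 24 h, 77 of 78 entries listed as lower had a probe and 71 were called.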

**Figure 4:**
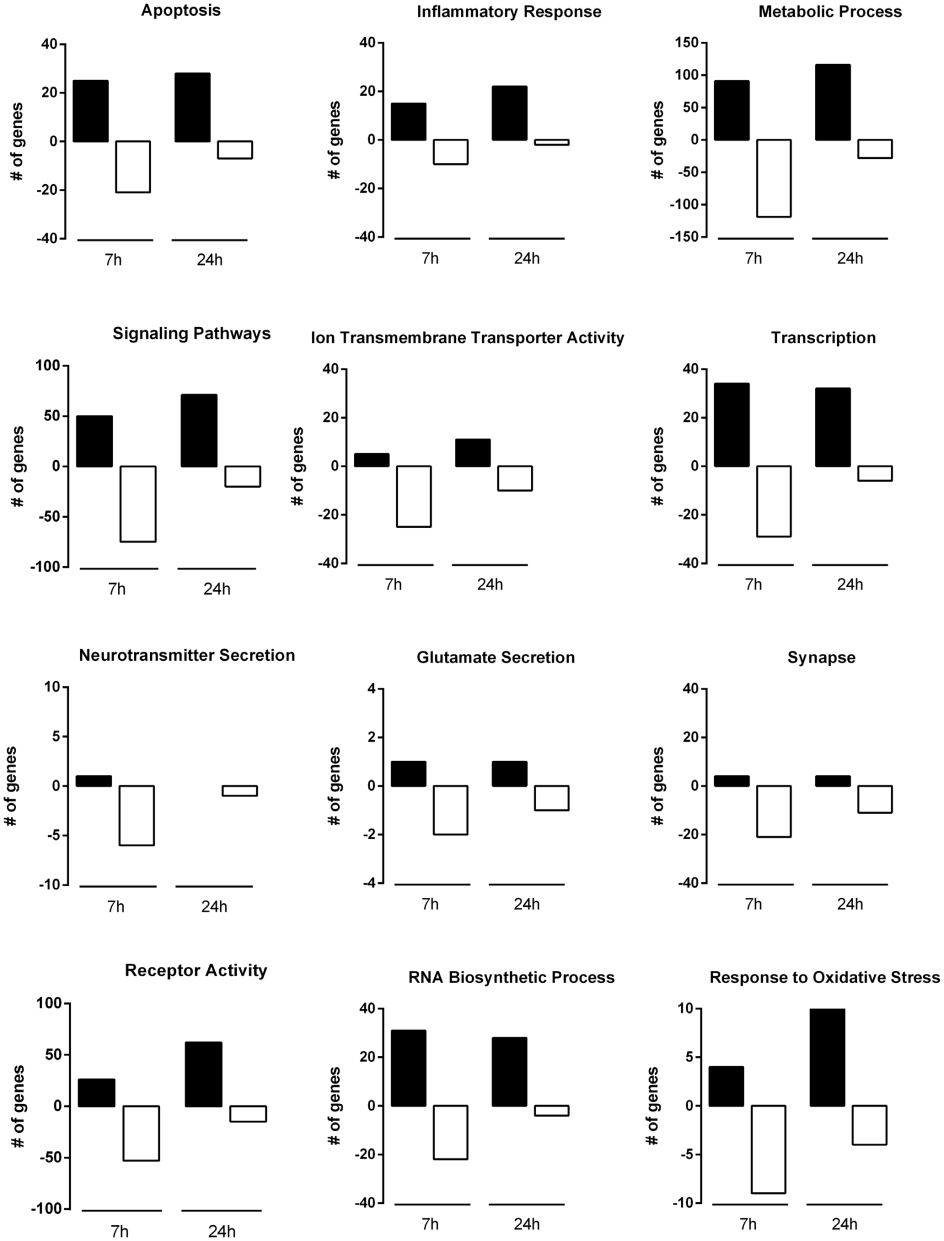
Time course analysis of OGD-induced differential gene expression within each functional gene category. The number of genes that were up-regulated (black bars) or down-regulated (white bars) at each period of recovery after the OGD insult is plotted for each functional gene category. Gene ontology analyses were performed using GoMiner and functional groups were selected manually.

We then selected the functional gene classes with potential relevance to the excitotoxic process, comprising a total of 586 and 403 genes that were altered at 7 h and 24 h after OGD, respectively, and analyzed changes in gene expression among genes belonging to those classes. In **Figure 5** we indicate the percentage of altered genes in ontology groups regulated exclusively at 7 h (**A**), 24 h (**B**) or regulated at both periods of recovery (**C**). 

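In the class of metabolic processes, limma called 87 of 104 genes listed as lower and 62 of 76 listed as higher at 7 h, and 15 of 16 and 83 of 98 at 24 h. In that of signaling pathways it called 53 of 66 and 32 of 40 at 7 h, and 13 of 14 and 48 of 61 at 24 h. Among the genes listed for both times, 9 of 11 lower and 13 of 15 higher metabolic genes were called at both, and 5 of 6 lower and 8 of 11 higher signaling genes.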

The categories of metabolic processes and signaling pathways contained the largest percentage of regulated (up- or down-regulated) genes at both periods of incubation after OGD, both constitutively or time point-specific regulated genes. Additionally, differential effects were observed when comparing the expression profiles at 7 h and 24 h after injury. For example, at 24 h there was an increase in the percentage of up-regulated genes that code for proteins involved in the response to oxidative stress and receptor activity, whereas fewer genes were up-regulated in classes such as transcription and RNA synthesis, when compared to what is observed 7 h after OGD. Also, at 24 h more genes were down-regulated in classes such as response to oxidative stress and synapse, whereas genes coding for proteins related with transcription, RNA synthesis, metabolism and signaling pathways were less down-regulated. 

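Among genes listed as higher, those of the response to oxidative stress were called in 0 of 2 cases at 7 h and 8 of 8 at 24 h. Of the receptor activity genes listed as higher, 14 of 19 were called at 7 h and 40 of 55 at 24 h. For transcription the numbers were 26 of 30 at 7 h and 23 of 27 at 24 h, and for RNA biosynthesis 24 of 28 and 20 of 24.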

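Among genes listed as lower, 7 of 8 oxidative stress genes were called at 7 h and 2 of 3 at 24 h. For transcription, 21 of 24 were called at 7 h and 3 of 3 at 24 h, and for RNA biosynthesis 17 of 19 and 3 of 3. Of the receptor activity genes listed as lower, 33 of 48 were called at 7 h and 12 of 12 at 24 h.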

The complete lists of genes for every ontology group considered at 7 h, 24 h and both time points used in these analyses are shown in **Tables S5–S7.**

**Figure 5:**
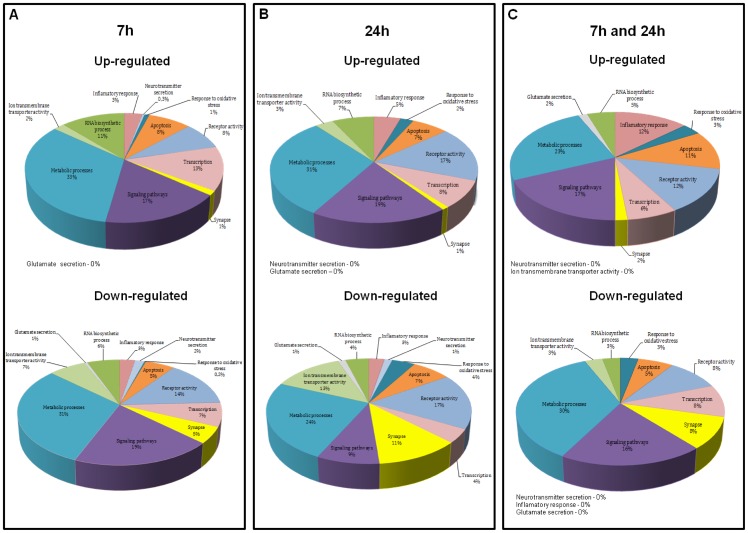
Ontology of genes differentially expressed at 7 h and 24 h of incubation after 2 h of OGD. Gene ontology analyses included genes that had a *p*-value <0.05 and a fold change of 2.0 and were performed using GoMiner. Classes were selected manually and the number of genes for each class divided by the sum of the total number of genes in the selected classes (586 genes at 7 h and 403 genes at 24 h). Note that some genes are included in more than one class. (**A**) Ontology of genes up-regulated (upper) and down-regulated (lower) relatively to the control at 7 h of incubation in culture conditioned medium after 2 h OGD. In this analysis, the total numbers of up-regulated and down-regulated genes were 232 and 354, respectively. (**B**) Ontology of genes up-regulated (upper) and down-regulated (lower) relatively to the control at 24 h of incubation in culture conditioned medium after 2 h OGD. In this analysis, the total numbers of up-regulated and down-regulated genes were 333 and 70, respectively. (**C**) Ontology of genes up-regulated (upper) and down-regulated (lower) at 7 h and 24 h of incubation in culture conditioned medium after 2 h OGD. In this analysis, the total numbers of up-regulated and down-regulated genes were 60 and 31, respectively.

Taken together, these results demonstrate that the OGD model induces similar changes in functional groups of genes that have been shown to be differently regulated after *in vivo* ischemia [2]–[4], [6]–[9]. Moreover, although many genes were differentially expressed at both time points of recovery, most genes were exclusively altered at only one of the post-injury periods tested, suggesting that specific molecular pathways can be regulated at an early or late response to OGD.

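Of the probes that limma called at either time, 79.6% were called at 1 time only, against 90.9% by the methods' t-test. A probe called at 1 time only is not thereby shown to respond differently at the other.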

### Genes coding for synaptic proteins are down-regulated after OGD

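The genes of Table S8 were read from the arrays. Adamts7, a metalloprotease gene, was higher after OGD by a log2 fold change of 1.17 at 7 h (standard error 0.33, a limma p of 0.00451) and 1.40 at 24 h (standard error 0.33, a limma p of 0.00138), on the OGD array of all 3 slides each time. Mmp3, Batf3 and Adamts5 were also higher at an unadjusted limma p under 0.05 at both times, with log2 fold changes of 1.78, 1.53 and 0.89 at 7 h and 1.55, 1.59 and 1.16 at 24 h. Hmgb1 (0.98), Itgb6 (1.88) and Gadd45g (1.03) passed at 7 h only, although Itgb6 was well above background on only 1 of 3 control arrays. The other Hmgb1 probes gave 0.49 and −0.10 at 7 h. Prkcd and Mmp25 were higher at 24 h, by 1.13 and 1.18, and Prkce and Nfil3 lower, by −1.22 and −1.17.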

To validate the gene expression profiles obtained in the microarray assay, we performed qPCR analyses for 11 selected genes that were differentially regulated (up- and down-regulated) and belong to different functional categories (**Table S8**). Most of the genes tested with qPCR analysis showed changes in expression following OGD in the same direction as determined in the microarray experiment (**Figure S1**).

According to the microarray data, genes coding for several synaptic proteins were differentially regulated after the OGD challenge (**Tables S5–S7, Synapse category**). 

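In the synapse class of Table S5, limma called 13 of 18 genes listed as lower and 2 of 3 listed as higher at 7 h. In that of Table S6 it called 8 of 8 and 2 of 3 at 24 h, and in that of Table S7 3 of 3 and 1 of 1 at both times.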

We chose to validate the gene expression changes obtained in the microarray assay for 15 distinct synaptic protein genes (**Table 1**). These genes are of particular interest since they code for proteins involved in glutamatergic neurotransmission, whose imbalance contributes to ischemic injury. Thus, the expression levels of genes encoding proteins related with AMPAR trafficking (Pick1, Grip1, Cacgn3 and Cacgn8), pre- and post-synaptic compartments (Sypl2, Snap25, Clstn2, Clstn3, Dlgap2 and Fmr1) and subunits of the AMPA (Gria1 and Gria2) and NMDA (Grin1, Grin2a and Grin2b) receptors were analyzed by qPCR (**Figure 6**). 

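Each gene of Table 1 was followed on the probe with its highest mean signal over the 12 arrays, and on each array this probe was well above background. The 15 log2 fold changes ran from −1.32 to 1.36 at 7 h, with a median of −0.53, and from −1.38 to 1.39 at 24 h, with a median of −1.06. With the arrays scaled to the spike-in probe, 0 of the 15 genes at 7 h and 7 at 24 h were lower at an unadjusted limma p under 0.05.

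**Figure D3:**
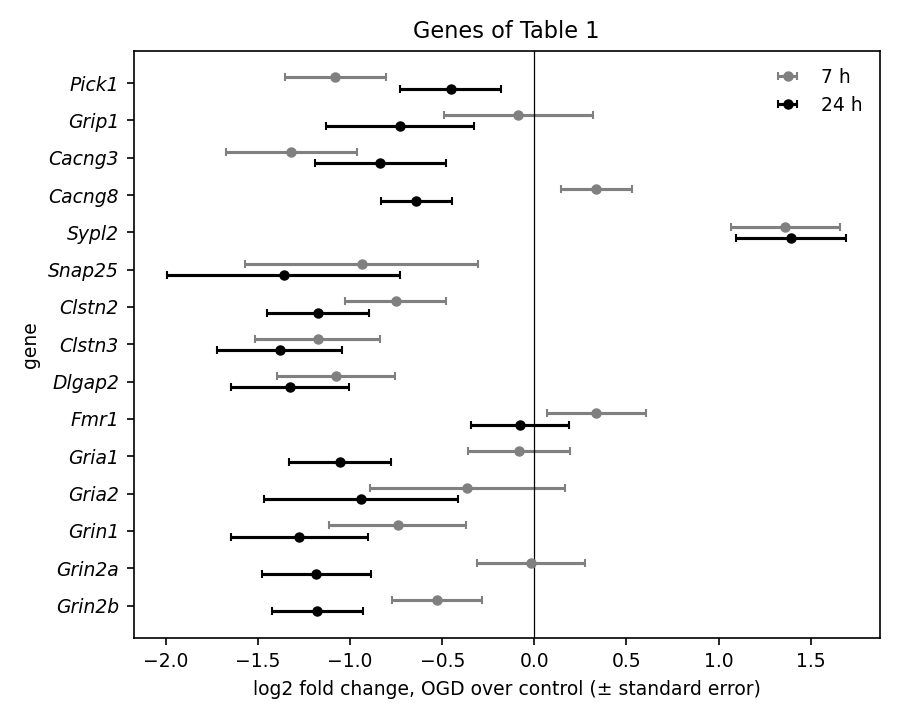
Log2 fold change, OGD minus control, of the 15 genes of Table 1 at 7 h (grey) and 24 h (black), from limma, with bars for the standard error. At 24 h each gene but Sypl2 lies under 0, with Sypl2 at 1.39 and Clstn3 at −1.38. Centred on the 75th percentile, Fmr1 also lies above 0 at 24 h, by 0.04.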

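Of Pick1, Grip1, Cacng3, Cacng8, Sypl2, Snap25, Clstn2, Clstn3, Dlgap2, Fmr1, Gria1, Gria2, Grin1, Grin2a and Grin2b, 12 had lower array signal after OGD at 7 h and 3 higher, and 14 lower and 1 higher at 24 h. With each array's 75th percentile in place of its median, 9 were lower at 7 h and 13 at 24 h. At an unadjusted limma p under 0.05, 5 were lower and 1 higher at 7 h, and 9 lower and 1 higher at 24 h. None passed adjustment over all probes, and adjusted over the list alone 6 passed at 7 h and 9 at 24 h. The genes were chosen on these arrays, so the second count is not independent evidence. With 1 array left out at a time, between 4 and 7 genes were lower at an unadjusted p under 0.05 at 7 h and between 8 and 11 at 24 h. By the methods' t-test 6 were lower and 1 higher at 7 h, and 7 lower and 1 higher at 24 h.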

Notably, most of these genes were down-regulated after the OGD insult, as indicated by the microarray experiment (**Table 1**) and confirmed by qPCR analyses (**Figure 6**). For instance, the results obtained for Cacgn3, Clsnt2 and Clstn3 correlated with the microarray data, since their expression levels were reduced at the same time points of incubation after OGD as in the microarray assay. 

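Cacng3 (probe A_64_P129720) had a log2 fold change of −1.32 at 7 h (standard error 0.36, a limma p of 0.00372) and −0.84 at 24 h (standard error 0.36, a limma p of 0.0398). The value at 24 h became −0.43 without the OGD 24 h replicate 1 array, with a limma p of 0.165. Clstn2 (probe A_64_P094347) changed by −0.75 at 7 h (standard error 0.28, a limma p of 0.0199) and by −1.17 at 24 h (a limma p of 0.00143). Its value at 7 h was −0.49 without the OGD 7 h replicate 1 array, with a limma p of 0.093. Clstn3 (probe A_44_P435536) changed by −1.18 at 7 h (standard error 0.34, a limma p of 0.00551) and −1.38 at 24 h (a limma p of 0.00197). For each of these genes the OGD array was lower on all 3 slides at both times.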

Sypl2 was also in agreement with the microarray data, and it was the only synaptic protein gene confirmed to be up-regulated in response to the OGD insult; the up-regulation of Frm1 7 h after OGD indicated in the microarray data was not confirmed by qPCR. 

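Sypl2 (probe A_43_P15024) was higher after OGD, with a log2 fold change of 1.36 at 7 h (standard error 0.30, a limma p of 0.000857) and 1.39 at 24 h (standard error 0.30, a limma p of 0.000729), on all 3 slides each time. With the spike-in scaling, which lowers all genes of a time alike, the changes of Sypl2 were 0.56 and 0.37. Its other probe gave 0.15 and 0.52, with a limma p of 0.717 and 0.229. The brightest probe of Fmr1 (A_64_P018967) changed by 0.34 at 7 h (standard error 0.27, a limma p of 0.237) and −0.08 at 24 h. The other Fmr1 probe (A_44_P180017) changed by 1.21 at 7 h (standard error 0.36, a limma p of 0.00711) and 0.35 at 24 h (a limma p of 0.362).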

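On the arrays, Gria1 (probe A_43_P15761) had a log2 fold change of −0.09 at 7 h (standard error 0.28, a limma p of 0.764) and −1.06 at 24 h (a limma p of 0.00308), and Grin2a changed by −0.02 at 7 h and −1.18 at 24 h (a limma p of 0.00217). Pick1 fell at 7 h by 1.08 (standard error 0.28, a limma p of 0.00253), and its change at 24 h was −0.45 (a limma p of 0.128). Dlgap2 changed by −1.08 at 7 h (a limma p of 0.00667) and −1.33 at 24 h (a limma p of 0.0018). Snap25 changed by −0.94 at 7 h (standard error 0.63, a limma p of 0.166) and −1.36 at 24 h (a limma p of 0.0549), and the value at 24 h became −0.44 without the OGD 24 h replicate 1 array. Another Snap25 probe gave −1.25 at 7 h (a limma p of 0.0774) and −1.56 at 24 h (a limma p of 0.0334), lower on all 3 slides each time. Grip1 changed by −0.09 at 7 h and −0.73 at 24 h (standard error 0.40, a limma p of 0.0987), or −0.22 at 24 h without the OGD 24 h replicate 1 array, and its other probe by 0.10 and −0.35. Grin1 changed by −0.74 (a limma p of 0.0718) and −1.28 (a limma p of 0.0058), and Grin2b by −0.53 (a limma p of 0.0552) and −1.18 (a limma p of 0.000603). For Gria1, Grin1, Grin2a, Grin2b and Dlgap2 the OGD array was the lower one on all 3 slides at 24 h. Centred on the 75th percentile, Gria1, Grip1 and Grin2a were above 0 at 7 h, by 0.03, 0.03 and 0.09.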

In some cases, qPCR analysis allowed the detection of a decrease in the mRNA levels of genes at earlier (Gria1 and Grin2a), later (Pick1, Snap25 and Dlgap2) or at both (Grip1, Grin1 and Grin2b) time points of incubation after OGD rather than just the one indicated in the microarray data. 

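Cacng8 (probe A_43_P13081) had a log2 fold change of 0.34 at 7 h (standard error 0.19, a limma p of 0.111). At 24 h it changed by −0.64 (a limma p of 0.00706), lower on all 3 slides. Its interaction between the times had an unadjusted limma p of 0.00453. With the spike-in scaling, which lowers all genes of a time alike, its change at 7 h was −0.47. The brightest Gria2 probe (A_64_P139295) changed by −0.36 at 7 h (standard error 0.53, a limma p of 0.506) and −0.94 at 24 h (a limma p of 0.104), lower on 2 of 3 slides at 24 h.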

The down-regulation of Cacgn8, as indicated by the microarray data, was not detected by qPCR analysis, whereas Gria2 was found to have reduced mRNA levels at 24 h after the insult, which was undetected in the microarray experiment.

**Figure 6:**
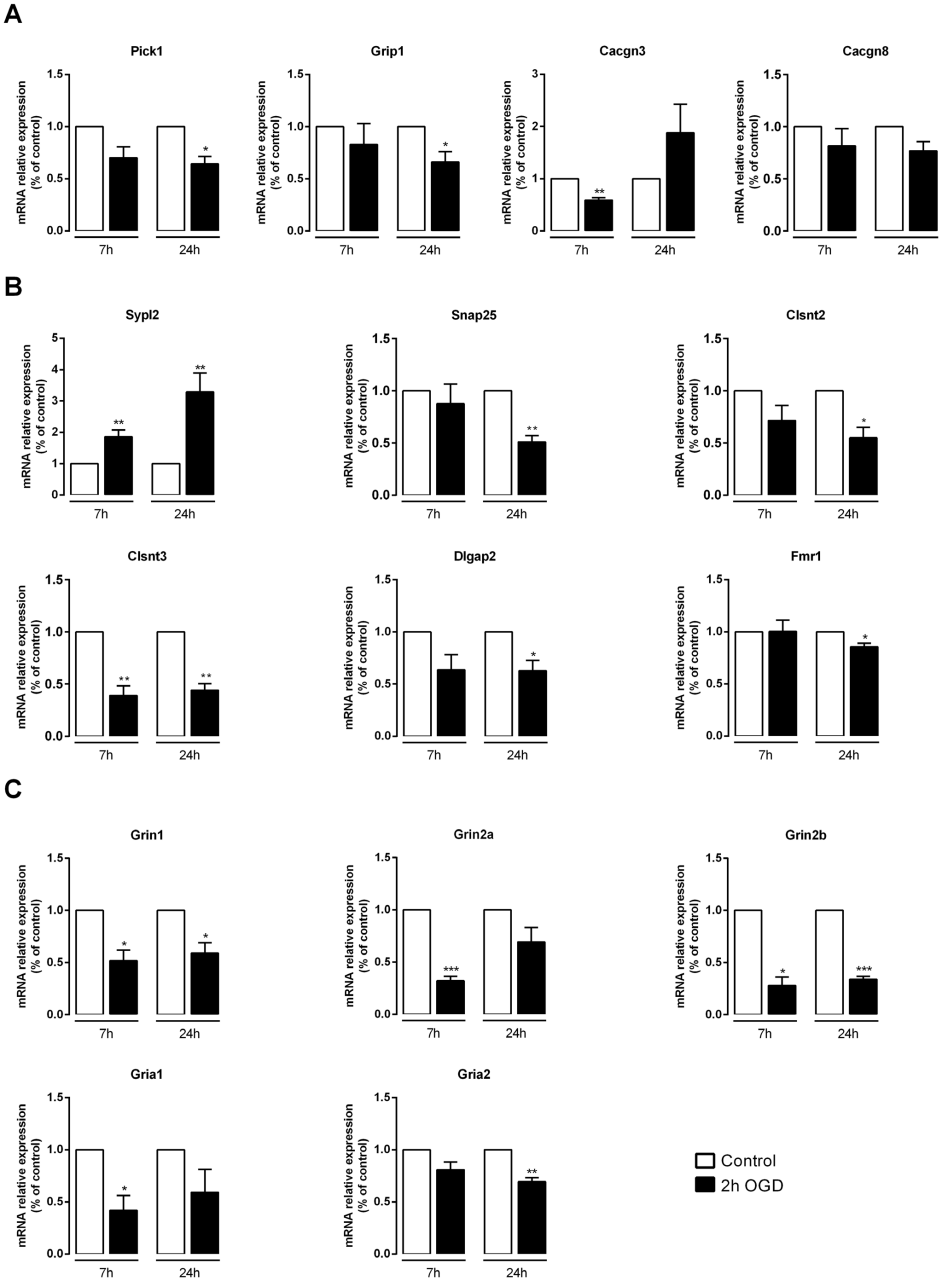
OGD induces changes in the mRNA levels of transcripts encoding synaptic proteins. Total RNA was extracted with TriZol 7 µg of total RNA and specific primers for each selected gene. Fold change in mRNA levels was normalized to Gapdh and Actb. Quantitative PCR analysis showed that genes encoding proteins associated with AMPAR trafficking (**A**) and pre- and post-synaptic compartments (**B**), as well as subunits of the AMPA and NMDA receptors (**C**) were mostly down-regulated (with the exception of Sypl2, which had increased expression levels) after OGD, at least at one of the time points analyzed after OGD. Bars represent the mean ± SEM of 5 independent experiments, performed in distinct preparations. *p<0.05, **p<0.01, ***p<0.001, as determined by the Student's *t*-test on log-transformed data.

**Table 1:** Microarray data showing the effect of OGD in the mRNA levels of genes encoding synaptic proteins.

	Gene	Gene Name	Protein	Status	Fold Change
**AMPAR trafficking**	Pick1	Protein interacting with PRKCA 1	PICK1	Down-regulated at 7 h	0.48
	Grip1	Glutamate receptor interacting protein 1	GRIP1	Down-regulated at 7 h and 24 h	0.62 (7 h)/0.64 (24 h)
	Cacng3	Calcium channel, voltage-dependent, gamma subunit 3	TARP γ3	Down-regulated at 7 h	0.41
	Cacng8	Calcium channel, voltage-dependent, gamma subunit 8	TARP γ8	Down-regulated at 24 h	0.64
**Pre- and post-synaptic compartment**	Sypl2	Synaptophysin-like 2	SYPL2	Up-regulated at 7 h and 24 h	2.61 (7 h)/2.63 (24 h)
	Snap25	Synaptosomal-associated protein 25	SNAP-25	Down-regulated at 7 h	0.43
	Clstn2	Calsyntenin 2	Calsyntenin 2	Down-regulated at 24 h	0.44
	Clstn3	Calsyntenin 3	Calsyntenin 3	Down-regulated at 7 h and 24 h	0.44 (7 h)/0.38 (24 h)
	Dlgap2	Discs, large (Drosophila) homolog-associated protein 2	SAPAP2	Down-regulated at 7 h and 24 h	0.48 (7 h)/0.4 (24 h)
	Fmr1	Fragile X mental retardation 1	FMRP	Up-regulated at 7 h	2.34
**AMPAR subunits**	Gria1	Glutamate receptor, ionotropic, AMPA 1	GluA1	Down-regulated at 24 h	0.55
	Gria2	Glutamate receptor, ionotropic, AMPA 2	GluA2	No change	—
**NMDAR subunits**	Grin1	Glutamate receptor, ionotropic, *N*-methyl-D-aspartate 1	GluN1	Down-regulated at 24 h	0.39
	Grin2a	Glutamate receptor, ionotropic, *N*-methyl-D-aspartate 2A	GluN2A	Down-regulated at 24 h	0.44
	Grin2b	Glutamate receptor, ionotropic, *N*-methyl-D-aspartate 2B	GluN2B	Down-regulated at 24 h	0.44

In general, the qPCR analysis confirmed the OGD-induced changes in the expression levels of synaptic protein genes detected with the microarray data analysis. 

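A list of 98 genes for synaptic proteins, drawn up from general knowledge, had 90 genes on the arrays, each well above background on all 6 control arrays. Their median log2 fold change was −0.29 at 7 h and −0.83 at 24 h, with 72 and 82 of the 90 genes lower after OGD. The set test camera, with its preset correlation of 0.01 between genes, gave a p-value of 0.0401 at 7 h, or 0.0802 adjusted over the 8 lists tested, and 1.1e-19 at 24 h. Under fry, which estimates the correlation from the arrays, the p-value was 0.330 at 7 h and 0.0124 at 24 h. These fry p-values are not adjusted over the 8 lists. Gene by gene, 6 were lower and 3 higher at an unadjusted limma p under 0.05 at 7 h, and 51 lower and 0 higher at 24 h. Adjustment left 0 of them, over all probes and also adjusted over the list alone. On the slides of replicates 1, 2 and 3 the median difference was −0.70, −0.17 and −0.10 at 7 h and −1.77, −0.45 and −0.17 at 24 h. Without the OGD 24 h replicate 1 array, the median at 24 h was −0.44.

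**Figure D4:**
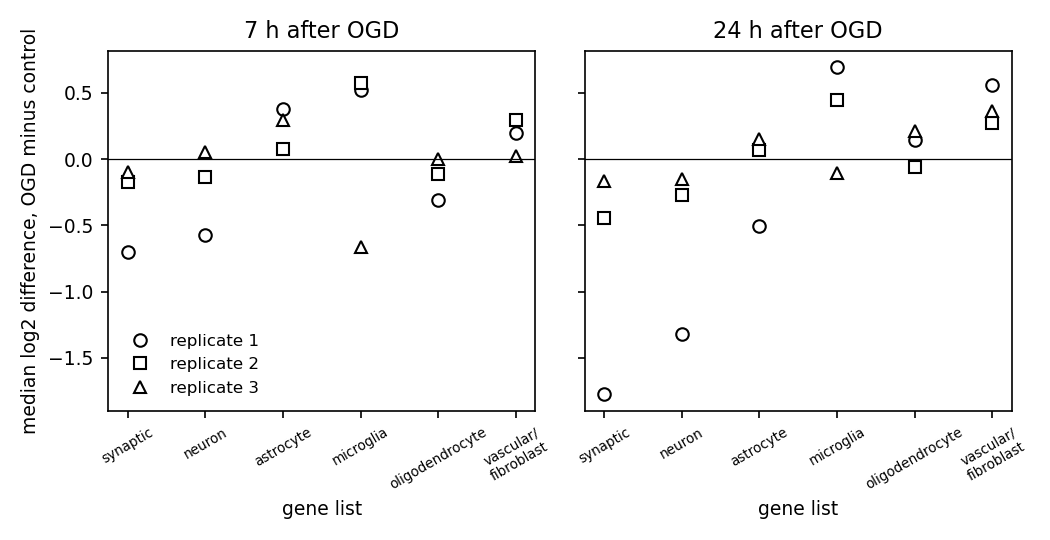
Median log2 difference between the OGD and the control array of each slide, for gene lists of synaptic proteins and of cell types, by replicate. The synaptic list lies under 0 on all 6 slides, and farthest on those of replicate 1, at −0.70 and −1.77.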

As such, our results show that OGD activates a transcriptional program leading to the repression of genes related with the synaptic function in hippocampal neurons, suggesting that changes at the synapse take place after the ischemic event.

### The expression levels of the silencing transcription factor REST increase after OGD

The gene-silencing transcription factor REST (repressor element-1 silencing transcription factor) actively represses neuronal genes important for synaptic plasticity and remodeling, such as synaptic vesicle proteins, synaptic structural proteins and receptors, in progenitor and non-neuronal cells [30]–[32]. As neuronal differentiation takes place, REST is down-regulated, an essential process for the maintenance of the neuronal phenotype. Neuronal insults, such as transient global cerebral ischemia, activate REST in CA1 hippocampal neurons destined to die [20], [33], [34]. We therefore tested whether the OGD insult also triggers the induction of REST. 

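Rest (probe A_64_P281091) had a log2 fold change of 0.68 at 7 h and 0.68 at 24 h, with a standard error of 0.41 and a limma p of 0.126 at each time. The methods' t-test gave a p-value of 0.0158 at 7 h and 0.325 at 24 h. The OGD array was higher on 3 of 3 slides at 7 h and on 2 of 3 at 24 h. The direction flipped with the spike-in scaling, to −0.13 at 7 h and −0.34 at 24 h. That scaling lowers all genes of a time by the same amount, so the flip is not particular to Rest. At 24 h the change was 0.10 without the OGD 24 h replicate 1 array and 1.06 without the OGD 24 h replicate 3 array.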

In the microarray data the expression fold change for Rest was 1.63 at 7 h after OGD (*p* = 0.016). We also analyzed Rest mRNA expression in hippocampal cultures submitted to OGD by qPCR, and observed that even though at 7 h after the insult the mRNA levels of REST were not significantly different from the control, a significant increase was observed at 24 h (**Figure 7A**). Consistently, the increase in the mRNA levels of Rest translated in the induction of the REST protein levels at the same time-point after OGD (**Figure 7B**). These results corroborate previous observations suggesting that REST may be one of the transcriptional factors mediating the transcriptional response to ischemia. Indeed, 9 out of the 15 genes encoding synaptic proteins that were down-regulated after OGD contain putative REST-binding sites (**Figure 7C**, according to [35]) and may therefore be regulated by REST.

**Figure 7:**
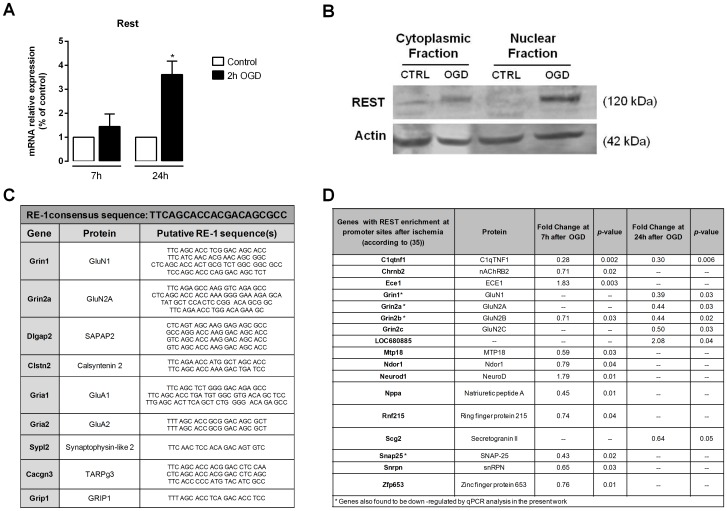
OGD increases REST expression in mature hippocampal neurons. (**A**) Quantitative PCR analysis showed the OGD insult induced a marked increase in Nrse (Rest) mRNA. Total RNA was extracted with TriZol 7 h and 24 h after the OGD insult. Quantitative PCR analysis was performed using cDNA prepared from 1 µg of total RNA and specific primers for each selected gene. Fold change in mRNA levels was normalized to Gapdh and Actb. Bars represent the mean ± SEM of three independent experiments, performed in distinct preparations. *Significantly different from control (*p<0.05, Student's *t*-test on log-transformed data). (**B**) Representative Western blot shows a marked increase in REST protein levels, both in the cytoplasmic and nuclear fractions of hippocampal neurons submitted to OGD followed by 24 h of incubation in culture conditioned medium (n = 3). Actin was used as loading control. (**C**) Putative RE-1 sequence(s)/REST-binding site(s) in synaptic genes (according to [35]) found to be down-regulated after OGD. (D) Genes with enrichment of REST after ischemia (according to [33]) found to be differently expressed after OGD.

We next analyzed whether genes that have previously been described to have REST enrichment at their promoters after transient global brain ischemia in rats [33] were differently expressed after OGD (**Figure 7D**). 

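Beside genes of Table 1, Figure 7D lists C1qtnf1, Chrnb2, Ece1, Grin2c, Mtp18, Ndor1, Neurod1, Nppa, Rnf215, Scg2, Snrpn and Zfp653. On the arrays, 10 of these 12 were lower and 2 higher at 7 h, and 11 lower and 1 higher at 24 h. At an unadjusted limma p under 0.05, 3 were lower and 1 higher at 7 h, and 7 lower and 1 higher at 24 h, against 8 and 2, and 2 and 0, by the methods' t-test. Adjusted over the list alone, 3 passed at 7 h and 7 at 24 h, and over all probes 0 at either time. The largest change was that of C1qtnf1, −1.85 at 7 h (standard error 0.28, a limma p of 4.4e-05) and −1.72 at 24 h (a limma p of 8.3e-05), and Nppa followed with −1.18 and −1.13. Ece1 was higher at both times, by 0.85 and 0.68. With the spike-in scaling, which lowers all genes of a time alike, it changed by −0.34 at 24 h.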

Interestingly, analysis of the microarray data showed that several genes with enriched REST [33] have decreased expression levels at 7 h or 24 h of recovery after OGD; in the case of Snap25, Grin1, Grin2a and Grin2b, the down-regulation in their mRNAs was further confirmed by qPCR analysis in the present work (**Figure 6**). Gria2, the gene encoding GluA2, has been proven to be a REST target gene in the post-ischemic CA1 hippocampal region [20], [33], [34]. 

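A second array probe for Gria2 (A_64_P139290) gave −0.40 at 7 h (a limma p of 0.420) and −0.80 at 24 h (a limma p of 0.124). On the brightest Gria2 probe the change at 24 h ranged from −1.45 without the OGD 24 h replicate 3 array, with a limma p of 0.0168, to −0.15 without the OGD 24 h replicate 1 array, with a limma p of 0.526.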

Although our microarray analysis did not detect significant differences in GluA2 expression, qPCR analysis showed down-regulation of GluA2 mRNA levels 24 h after OGD (**Figure 6C**). Collectively, these observations support previous evidence for the hypothesis that REST is activated under ischemic conditions [20], [33], [34]. As such, REST activation may be responsible for the repression in the transcription of some of the synaptic protein genes that we observed to be down-regulated under OGD.

### OGD down-regulates total and cell surface GluA1 protein levels

Previous studies indicate that both transient global cerebral ischemia and *in vitro* ischemic insults can down-regulate the AMPAR subunit GluA2, both at the mRNA and protein levels, in hippocampal neurons [11], [12], [20], [33], [36]–[39], thus inducing a switch from GluA2-containing/Ca^2+^-impermeable AMPARs to GluA2-lacking/Ca^2+^-permeable AMPARs. However, according to our qPCR data, the mRNA levels of both GluA1 (Gria1) and GluA2 (Gria2) subunits were decreased after the OGD insult (**Figure 6C**). We therefore tested whether total protein levels of GluA1 and GluA2 varied in the same direction as their respective mRNAs, at 7 h and 24 h after OGD. Despite the reduction in the mRNA levels of GluA1 observed after 7 h after injury, the decrease in the protein levels was detected only 24 h after OGD. Curiously, GluA2 protein levels remained unaltered after OGD, in spite of the reduction in its mRNA levels detected by qPCR at 24 h after the insult (**Figure 8A**).

**Figure 8:**
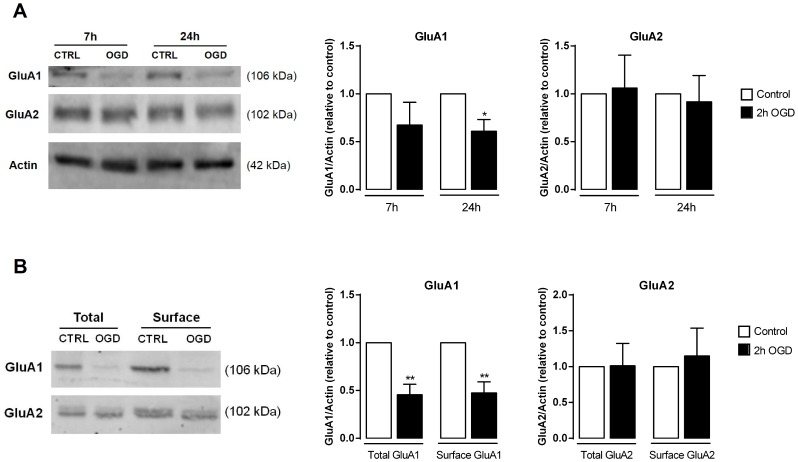
Ischemic insults affect the protein levels of the AMPAR subunits GluA1 and GluA2. (**A**) Total protein extracts were prepared 7 h and 24 h after the OGD insult and Western blot analysis were performed. Total GluA1 is decreased after 24 h, whereas GluA2 levels remain unaltered following both periods of recovery. The left panel shows a representative Western blot for total GluA1 and GluA2 present in cell lysates after OGD. The right panel represents the quantification of the Western blots. Bars represent the mean ± SEM of five independent experiments, performed in ditinct preparations. (**B**) GluA1 and GluA2 surface levels were analyzed after biotinylation of cultured hippocampal neurons, 24 h after the OGD insult. At this time point after OGD GluA1 is removed from the surface, whereas GluA2 surface levels remain unaltered. The left panel shows a representative Western blot for surface GluA1 and GluA2 after the insult. Total actin (from the total extract) was used as loading control. Bars represent the mean ± SEM of 3–4 independent experiments, performed in distinct preparations. *p<0.05, as determined by the Student's *t*-test.

We then biotinylated cell surface proteins in hippocampal neuronal cultures 24 h after incubation under control or OGD conditions, and purified biotinylated proteins by affinity chromatography to analyze the cell surface content of both subunits of AMPAR (**Figure 8B**). We observed that, consistent with the results obtained for the total protein levels, surface GluA1 was reduced 24 h after OGD, whereas surface GluA2 expression was unaffected. These results show that AMPARs present at the cell surface in a mixed population of hippocampal neurons subjected to OGD have a decreased content on GluA1 when evaluated 24 h after the insult, resulting from a delayed reduction in the mRNA levels of GluA1 in these experimental conditions. The reduction in AMPAR GluA1 content that we detected may represent a neuroprotective mechanism occurring in specific neuronal subtypes in the preparation.

### OGD down-regulates GluN2 subunits and increases the expression levels of GluN3A

The NMDA subtype of ionotropic glutamate receptors has been extensively studied in ischemic conditions due to their overactivation by glutamate and subsequent contribution to the activation of pathologic molecular pathways [29], [40]. In the *in vitro* ischemia model used in the present work, cell death is also dependent on the activation of NMDA receptors (**Figure 2A, D**). According to our qPCR data, the mRNA levels of GluN1 (Grin1) and GluN2B (Grin2b) were down-regulated both at 7 h and 24 h of incubation after OGD, whereas GluN2A (Grin2a) was down-regulated only at 7 h after the ischemic injury (**Figure 6C**). We then analyzed the total protein levels of these subunits by Western blot (**Figure 9A**). At 24 h after OGD, protein levels for both GluN2A and GluN2B were decreased, whereas GluN1 was not significantly changed, despite a clear tendency for increased expression. Together, these results indicate that OGD leads to the down-regulation of the most abundant GluN2 subunits in the hippocampus, thereby influencing the subunit composition of NMDARs.

**Figure 9:**
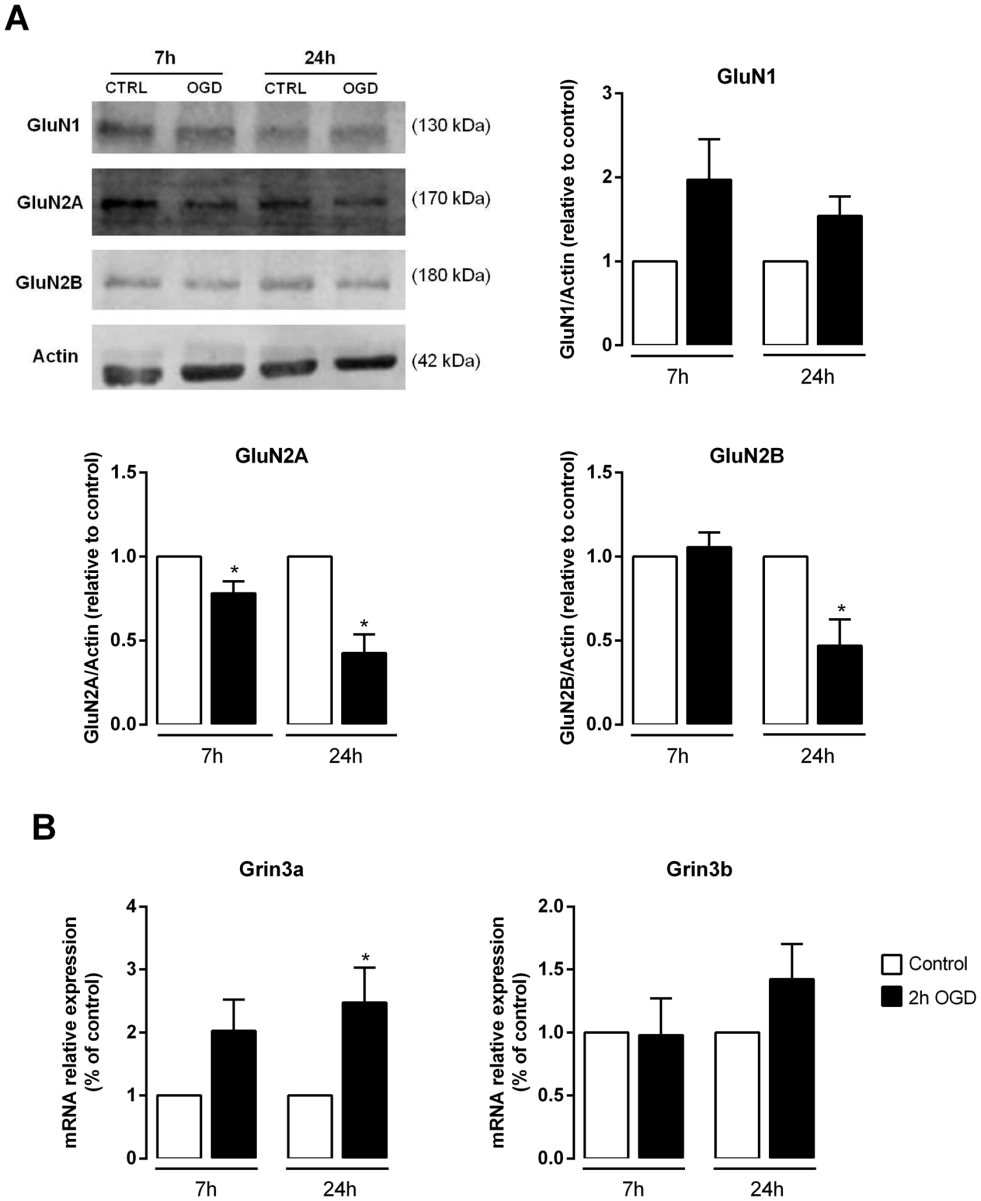
OGD affects the expression levels of NMDAR subunits. (**A**) Total protein extracts were collected 7 h and 24 h after OGD and Western blot analysis was performed. Whereas total GluN1 levels tend to increase after the insult, a decrease in total GluN2A was observed after both periods of recovery while GluN2B decreased at 24 h after the OGD insult. The left panel shows a representative western blot for GluN1, GluN2A and GluN2B levels after OGD. The right panel represents the quantification of the Western blots. Actin was used as loading control. Bars represent the mean ± SEM of 5–9 independent experiments, performed in distinct preparations. (**B**) OGD induces a marked increase in the mRNA levels of GluN3A but not in GluN3B. Bars represent the mean ± SEM of 3–5 independent experiments, performed in distinct preparations. *p<0.05, as determined by the Student's *t*-test.

Given that the total protein levels of GluN1 failed to accompany the decrease on protein levels found for both GluN2A and GluN2B subunits, we hypothesized that OGD may influence the expression levels of the GluN3 subunit, which can also promote GluN1 trafficking to the cell surface [41], [42]. In fact, analysis of the mRNA levels of the GluN3 subunit revealed that GluN3A displayed a remarkable increase in the mRNA expression 24 h after OGD, whereas GluN3B mRNA levels remained unaltered at both periods of recovery (**Figure 9B**). This suggests that OGD specifically induces the expression of GluN3A, but not GluN3B, thus promoting the presence of GluN1-GluN3A receptors in neurons submitted to ischemic insults. This result is in accordance with recent observations indicating that GluN3A can be up-regulated in response to ischemic insults and might therefore exert a neuroprotective effect against neuronal damage [43].

## Discussion

Transient global cerebral ischemia induces a profound change in the transcriptome of brain cells, which is partially associated with the induction or repression of specific genes that influence the outcome of the ischemic insult. However, the mechanisms responsible for the selective vulnerability of hippocampal neurons to global ischemia remain to be clarified. As such, in this study we have subjected mature primary cultures of hippocampal neurons to OGD, a well-established *in vitro* model for global ischemia, in order to identify molecular changes that may be involved in the response of hippocampal neurons to an ischemic insult. The OGD challenge induced delayed neuronal death in hippocampal cultures and activated an excitotoxic component mediated by NMDA and AMPA receptors as observed in previous studies [11], [12], [25], [44]. OGD also induced the activation of calpains, which corroborates previous studies showing that these proteases can play an important role in the enhancement of cell death induced by *in vitro* ischemic insults [24]–[26].

Although the OGD model has been used to infer about changes in gene expression associated with pre- and post-conditioning-derived neuroprotection [45], [46], to the best of our knowledge no similar large scale study was developed so far using this insult as a tool to study ischemia-induced changes in the transcriptome of hippocampal neurons at different periods of recovery. Our analysis has allowed the detection of a large number of altered genes related with the specific response of neurons to the ischemic insult. The validity of our approach was confirmed by performing qPCR analysis of many selected genes belonging to different functional groups, including the synapse, which was in good agreement with the microarray data.

At an early time point (7 h) after OGD there are more differentially regulated transcripts than at 24 h, which corroborates the notion that the response to ischemia is a dynamic and coordinated process that starts soon after the insult, but is extended until later time points. In fact, this is supported by the observation that genes related with functions such as transcription and RNA biosynthesis are highly regulated at both periods of recovery. We also noted that the response at 7 h after OGD is more associated with a general repression of genes than at 24 h, at which point there is a general induction of gene expression. This observation further supports the idea that the response to ischemia at a delayed time point is still part of an active process that rather involves the induction than the repression of genes, and excludes the possibility that an unspecific down-regulation of genes could be associated with an increased rate of cell death.

Consistent with the results obtained using gene ontology analysis after *in vivo* ischemia [2]–[4], [6]–[9], we found that genes related with metabolic processes, signaling pathways, receptor activity, transcription, inflammation, neurotransmitter/glutamate secretion, RNA biosynthesis and apoptosis were differentially regulated after OGD. These categories were chosen due to their relevance in identifying the molecular pathways involved in the selective vulnerability of hippocampal neurons to ischemic insults. According to our microarray and qPCR data, most of the synaptic protein genes considered in this work showed down-regulation during the recovery periods after the OGD insult. As far as we know, this is the first study to detect changes in the expression levels of an extensive group of genes coding for synaptic protein genes upon ischemia. Down-regulation of some synaptic protein genes (such as Snap 25, Gria 1,2, and Grin1, 2a) has been reported previously in studies regarding changes in gene expression after focal [6] and global [2] ischemia, but the other synaptic protein genes that we identified had not been previously reported to be altered after ischemic insults.

Although cerebral ischemia can induce a reduction of spines and synapses as neurons degenerate [13], [47], the down-regulation of specific synaptic protein genes suggests the initiation of an adaptive response to hyperexcitability in post-ischemic neurons. The group of genes involved in synaptic function that we identified code for proteins that can be involved in many regulatory processes, *i.e.* the cycling of synaptic vesicles and neurotransmitter release at nerve terminals (Snap25), trafficking and stabilization of glutamate receptors at the cell surface (Pick1, Grip1, Cacgn3 and 8) and propagation of neuronal signal impulses upon cell stimulation (AMPAR and NMDAR subunits).

SNAP-25 (synaptosomal-associated protein, 25 kDa) is involved in synaptic vesicle membrane docking and fusion mediated by SNAREs, therefore contributing to the regulation of neurotransmitter release in presynaptic terminals. Moreover, SNAP-25 has been shown to have a critical role in PKC-induced, SNARE-dependent insertion of NMDAR at synaptic sites, a mechanism relevant to synaptic plasticity [48]. A decrease in the mRNA levels of SNAP-25 at a later time point after the ischemic insult, as our data shows, might consist of a protective strategy of neurons to reduce neuronal hyperexcitability by reducing the release of glutamate as well as the insertion of NMDAR at the plasma membrane. PICK1 (protein interacting with C kinase) and GRIP1 (glutamate receptor interacting protein) are both involved in the trafficking of AMPAR [49]. Under physiologic conditions PICK1 binds to AMPAR subunits GluA2, an interaction known to be required for AMPAR internalization [50]. In hippocampal neurons subjected to OGD, rapid PICK1-mediated GluA2 internalization during the OGD insult was found to contribute to cell death mediated by GluA2-lacking Ca^2+^-permeable AMPARs [12]. A delayed decrease in the levels of PICK1 following the reduction in its mRNA levels would probably account for the maintenance of the GluA2 subunit at the cell surface of post-ischemic neurons, as observed in our work. Interestingly, the gene coding for TARPγ3 was also shown to be down-regulated after OGD, suggesting another mechanism through which trafficking of AMPARs to the cell surface is changed after ischemia. Moreover, it has been shown that genetic deletion of TARPγ8 selectively abolishes sustained depolarizations in hippocampus mediated by kainate activation of AMPA receptors [51]. Therefore, it would be interesting to confirm whether the protein levels of TARPγ3 or TARPγ8 follow the same pattern of their respective mRNAs and, if so, their implication for the transport of AMPARs in ischemia. FMRP (Fragile X mental retardation protein) is a dendritic modulator of mRNA transport and translation repression, and knock-out mice present reduced levels of many postsynaptic proteins [52]. SAPAP2 (Synapse-associated protein 90/postsynaptic density-95-associated proteins, encoded by Dlgap2) is a member of the SAPAP family of postsynaptic proteins that can interact with various synaptic components, including the NMDARs [53]–[55]. Since both the genes encoding for FMR1 and SAPAP2 were down-regulated after OGD, a decrease in the respective proteins could hypothetically play a role in the re-organization of functional multiprotein units at post-ischemic synapses. Additionally, calsyntenin-3 (Clsnt3), which is dramatically reduced after OGD, has been recently attributed a function in promoting synapse development, with Clstn3^−/−^ mice showing compromised inhibitory and excitatory neurotransmission [56]. Overall, our results suggest that neurons can activate a program to decrease the expression of genes coding for proteins involved in the machinery of synaptic transmission, which might contribute to reduce glutamate-mediated signaling and excitotoxicity.

We also obtained evidence that the transcription factor REST is induced upon an OGD insult to cultured hippocampal neurons, in agreement with previous studies showing an increase of REST mRNA in the CA1 region of the hippocampus [20], [33]. Noteworthy, knockdown of REST protected CA1 neurons from OGD-induced death, thus suggesting that expression of REST is causally related with neuronal death [20], [34], [57]. One of the most studied targets of REST repressive activity is the AMPAR subunit GluA2, to whose promoter REST can bind, thus suppressing GluA2 expression [20], [32]–[34]. The increase in REST levels promoted by ischemic insults has also been shown to correlate with the down-regulation of the Na^+^-Ca^2+^ exchanger 1 (NCX1) [57]. However, there is also evidence pointing to a neuroprotective role of REST in some circumstances. Formisano and co-workers showed the REST-mediated repression of the expression of the opioid receptor 1 in interneurons, under ischemia conditions, was neuroprotective [59]. Recent evidence suggests that REST can have a crucial role in mediating neuroprotection in the ageing brain [58]. Indeed, this study shows that whereas in healthy ageing neurons REST is significantly up-regulated and represses many genes associated with cell death pathways, nuclear REST expression is substantially reduced in patients with age-related neurodegenerative diseases such as Alzheimer's disease. In these neurons, reduced REST binding leads to increased expression of many genes related with Alzheimer's disease pathology. The repression of cell death-associated genes therefore suggests that REST might be neuroprotective [58].

Other genes have been identified with REST-occupied target sequences (RE1 sites) after a genome-wide approach using serial analysis of chromatin occupancy in HEK cells [35], among which are some of the synaptic protein-encoding genes analyzed in the present work (**Figure 7C**). Interestingly, we found that several genes previously described to have REST enrichment at their promoters after in vivo ischemia [33] have reduced mRNA levels after the OGD insult (Figure 7D), thus providing a new list of REST targets with a potential role in ischemia, and further supporting the role of REST as a repressive transcription factor under ischemic conditions. Indeed, our observations are supported by other studies showing REST enrichment at the promoters of Grin1, Grin2a, Grin2b and Snap25 [33], as well as by two recent reports confirming the regulation of Grin2a and Snap25 by REST [58], and identifying Gria1, Gria2 and Grin1 as REST targets [60]. Overall, these studies confirm the binding of REST to the promoter of some of the synaptic protein genes that we found to be down-regulated after OGD and which contain a putative REST binding site. Of note, our study proposes novel REST targets, such as the SAPAP2, Calsyntenin 2, Synaptophysin-like 2, TARPγ3 and GRIP1 genes. Since several of the synaptic protein genes we found to be down-regulated have putative REST-binding sites, it will be of interest to confirm whether REST can indeed bind to the promoter of these genes under ischemic conditions.

Interestingly, ischemia-induced changes in the protein levels of synaptic components suggest that important alterations occur at the synapses of post-ischemic neurons. In particular, our results support the hypothesis that transcription-dependent mechanisms take place in insulted neurons that promote the reduction of neuronal activity through down-regulation of the expression of central synaptic players. In particular, given that NMDARs and AMPARs have been long considered important targets for therapeutical intervention, information concerning their post-ischemic expression levels is of the upmost interest.

Our results indicate that at 24 h after a 2 h OGD insult, AMPARs present at the cell surface of cultured hippocampal neurons have a decreased content of GluA1 subunits, whereas GluA2 protein levels were unchanged. Previous studies using cultured hippocampal neurons and the OGD stimulus showed early effects at the level of AMPAR traffic. Brief OGD caused the internalization of synaptic GluA2-containing AMPAR in hippocampal neurons [11], [12]. Other studies indicated that global ischemia triggers the reduction of GluA2 expression in the hippocampus CA1 region neurons, both at the mRNA [36], [39] and protein levels [37], [38], resulting in increased levels of Ca^2+^-permeable AMPA receptors. In the present study, the antagonist for Ca^2+^-permeable AMPAR, Naspm, protected hippocampal neurons from OGD-induced cell death (**Figure 2F**), supporting, along with other studies (e.g. [37]), a function for Ca^2+^-permeable AMPAR in ischemia-induced cell death. However, in cultured hippocampal neurons we failed to detect changes in GluA2 expression and traffic reported by others, presumably because these changes are cell-type specific and become diluted in a mixed population of hippocampal neurons. Also, the intensity of the ischemic insult might influence transcriptional and post-transcriptional regulatory mechanisms which may explain different results obtained in distinct works. Nevertheless, our study has shown for the first time a dramatic decrease in the total mRNA and protein levels of GluA1 24 h after a 2 h OGD insult. The decreased levels of GluA1-containing AMPARs likely result in a depression of synaptic transmission, with consequences similar to the increased internalization of AMPARs found in CA3 pyramidal neurons following a 15 min OGD protocol [61]. Both the endocytosis of AMPAR [61] and the delayed decrease on GluA1 expression after OGD that we describe here are potentially neuroprotective mechanisms.

Furthermore, we found that the subunit composition of NMDARs is altered after the OGD insult, which is in agreement with previous studies showing a down-regulation of genes encoding for subunits of the NMDARs after *in vivo* [6], [62]–[64] and *in vitro* [13], [65] ischemia. In our experimental system, OGD decreased the total mRNA and protein levels of the GluN2 subunits without affecting the protein levels of the GluN1 subunit (**Figure 9**). Additionally, we investigated the role of GluN3 subunit (GluN3A and GluN3B) expression in hippocampal neurons submitted to OGD since the GluN3 subunits are now recognized players in the modulation of NMDAR activity [66]. Interestingly, GluN3A expression is induced by OGD (**Figure 9B**), corroborating the results obtained in a recent study showing that GluN3A protein levels increase in neurons submitted to OGD and focal ischemia [43], but in disagreement with an earlier report showing that focal ischemia down-regulates GluN3A at the mRNA and protein levels 24 h after the insult [67]. Although GluN3 subunits can be found in many brain tissues including the hippocampus [68], [69], the expression of these subunits is temporally restricted. Whereas GluN3A is predominantly expressed during early development and diminishes to lower levels in adulthood, GluN3B levels are low during early development and gradually increase into adulthood [70]. Compared with NMDARs comprised of GluN1/GluN2 subunits, GluN3-containing NMDARs exhibit several different properties, including lower amplitude currents, lower calcium permeability and reduced Mg^2+^ sensitivity [70]–[76]. As such, GluN3 subunits are considered to have a dominant-negative effect upon NMDAR activity, which can be an advantage under pathologic conditions. Indeed, the neuroprotective role of GluN3A against excitotoxicity and ischemia-mediated injury has been already shown [43], [77]. Cultured neurons from GluN3A knock-out mice display greater vulnerability to toxic NMDA application, whereas neurons expressing transgenic GluN3A are more resistant to NMDA-mediated neurotoxicity and focal ischemia than wild-type neurons [77]. Although some evidence suggests that the protective role of GluN3A is associated with a decrease in Ca^2+^ permeability and in the production of ROS mediated by NMDARs [43], further studies are required to confirm the up-regulation of GluN1/GluN3A receptors upon ischemic insults and to understand the role mediated by these receptors in post-ischemic neurons. Importantly, as no significant changes were observed for the GluN3B subunit, neither at the mRNA (the present study) or protein [43] levels after ischemic insults, it is probable that this subunit is not involved in the pathological response mediated by ischemia, at least in hippocampal neurons.

## Conclusions

The present study shows that the OGD model not only mimics cell death events induced by cerebral ischemia, but can also serve, when combined with the microarray technology, as a useful tool to gain insight into particular cellular and molecular mechanisms evoked by global ischemia in hippocampal neurons. Notably, our results suggest that OGD induces the activation of a transcriptional program that represses the expression of many synaptic protein genes that encode for proteins mainly associated with glutamatergic neurotransmission. In particular, we have shown that OGD alters the expression of AMPA and NMDA receptor subunits that modulate the ion channel activity of the receptors, namely Ca^2+^-permeability. Given that NMDA and AMPA receptors have long been considered important targets for therapeutical intervention, information concerning the post-ischemic expression levels of these receptor subunits is crucial to guarantee efficacy of potential neuroprotective strategies concerning the activation and further downstream signaling mediated by these receptors.

## Supporting Information

Figure S1 **Effect of OGD followed by 7 h or 24 h of incubation in culture conditioned medium in the mRNA levels of 11 selected genes, compared to the respective control.** Total RNA was extracted with TriZol at 7 h and 24 h after OGD. Quantitative PCR analysis was performed using cDNA prepared from 1 µg of total RNA and specific primers for each selected gene. Fold change in mRNA levels was normalized to Gapdh and Actb. Bars represent the mean ± SEM of 5 independent experiments, performed in different preparations. *p<0.05, **p<0.01, as determined using the Student's *t*-test on log-transformed data.
(TIF) Click here for additional data file.

Table S1 List of primer sequences used to analyze gene expression by qPCR.
(DOCX) Click here for additional data file.

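A fold in this table is the mean signal after OGD over that in control cultures, so a value under 1 means lower signal. On the arrays, Mageb3 had the largest log2 fold change at 7 h among the listed genes followed here, 3.41 (standard error 1.12, a limma p of 0.0116), and was well above background on 1 of 3 control arrays. Evc2, RGD1309808, Mkx, Mcc, Krt80 and Ckm followed with 3.28, 3.25, 3.17, 3.17, 3.09 and 3.06, although another probe of RGD1309808 gave 0.12. The largest change at 7 h among the genes of Table S2 became 2.66 without the OGD 7 h replicate 1 array. Without the OGD 7 h replicate 3 array it became 4.40. Among the lower genes, Agtr1b, Ttc22, Nostrin and RGD1562683 were not well above background on any OGD array at 7 h, so they are at least 2.53-fold, 2.13-fold, 2.44-fold and 2.77-fold lower. With another background correction (normexp with an offset of 50) the fitted changes of these genes at 7 h were above 0, so the bounds depend on the correction. The brightest probe of Pax3 changed by −0.37 at 7 h and its other probe by 3.39. For Dclk3 the brightest probe changed by −1.32, and the other, not well above background on any OGD array, is at least 2.28-fold lower. At 24 h Mageb3, Evc2, RGD1309808, Mkx, Mcc, Krt80 and Ckm changed by 2.90, 2.79, 2.98, 2.55, 2.87, 2.75 and 2.83.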

Table S2 Most strongly up-regulated (**A**) and down-regulated (**B**) genes at 7 h after OGD (fold change ≥2).
(DOCX) Click here for additional data file.

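Slfn2 and Hmga2 were not well above background on any control array at 24 h, so they are at least 3.52-fold and 3.07-fold higher after OGD. Ctgf changed by 3.29 on the log2 scale (standard error 0.77, a limma p of 0.00137), and Cxcl2, S100a6, Cxcl10 and Ptgr1 by 3.10, 2.96, 2.92 and 2.81. Of the lower genes, F2 changed by −1.73 (standard error 0.28, a limma p of 7.5e-05) and Gpr83 by −1.77. The brightest probe of Eif4g2 changed by −0.12 at 24 h. Another of its probes, not well above background on any control array, is at least 2.63-fold higher. At 7 h Ctgf, Cxcl2, S100a6, Cxcl10 and Ptgr1 changed by 2.14, 4.09, 1.29, 1.88 and 0.74.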

Table S3 Most strongly up-regulated (**A**) and down-regulated (**B**) genes at 24 h after OGD (fold change ≥2).
(DOCX) Click here for additional data file.

Table S4 Most strongly up-regulated (**A**) and down-regulated (**B**) genes at both recovery periods (7 h and 24 h) after OGD (fold change ≥2).

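Of these genes, Il1rl1, Reg3b and Tfpi2 were higher at both times. At 24 h they were not well above background on any control array, so they are at least 26.8-fold, 14.5-fold and 8.13-fold higher. At 7 h their log2 fold changes were 3.68, 4.10 and 2.83, although Reg3b was well above background on only 1 of 3 control arrays. Another probe of Il1rl1 was not well above background on any array. Cxcl1 changed by 3.04 at 7 h (standard error 0.58, a limma p of 0.000292) and 3.58 at 24 h (a limma p of 7.6e-05), and Gal by 3.10 and 2.47. RGD1559748, with signal well above background on all arrays of both groups, changed by −1.83 at 7 h (standard error 0.35) and −2.02 at 24 h. Ube2ql1 changed by −0.89 and −1.40 on its brightest probe and by −1.69 and −1.47 on the other.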

(DOCX) Click here for additional data file.

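This table lists the genes placed in each class, with values of the comparison of OGD and control at 7 h as the paper computed them. A gene enters a class through the terms that GoMiner assigns to it, and the classes overlap. In the class of neurotransmitter secretion, limma called 3 of 6 genes listed as lower and 1 of 1 listed as higher.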

Table S5 List of genes up-regulated and down-regulated at 7 h after OGD for different ontological classes. Gene ontology analyses included genes that had a *p*-value <0.05 and a fold change of 2.0 and were performed using GoMiner. Classes were selected manually. Note that some genes are included in more than one class.
(DOCX) Click here for additional data file.

Table S6 List of genes up-regulated and down-regulated at 24 h after OGD for different ontological classes. 

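In this table the classes are those of Table S5 and the values those at 24 h. The classes of neurotransmitter secretion and glutamate secretion each hold 1 gene listed as lower, and limma called 1 of 1 in each.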

Gene ontology analyses included genes that had a *p*-value <0.05 and a fold change of 2.0 and were performed using GoMiner. Classes were selected manually. Note that some genes are included in more than one class.
(DOCX) Click here for additional data file.

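Entries of this table meet the criteria at both times in the same direction, and carry a fold for each. Of the 31 entries listed as lower and 60 listed as higher, all with a probe, limma called 25 and 50 at both times.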

Table S7 List of genes up-regulated and down-regulated at both 7 h and 24 h after OGD for different ontological classes. Gene ontology analyses included genes that had a *p*-value <0.05 and a fold change of 2.0 and were performed using GoMiner. Classes were selected manually. Note that some genes are included in more than one class.
(DOCX) Click here for additional data file.

Table S8 Microarray data of the genes selected for validation through qPCR analyses.

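The values of this table are folds of the array experiment, beside which Figure S1 sets qPCR values. At an unadjusted limma p under 0.05, 0 of the 11 genes were lower and 7 higher at 7 h, and 2 lower and 6 higher at 24 h. Adjusted over the list alone, 5 passed at 7 h and 8 at 24 h, against 0 over all probes. The genes were selected on these arrays, so the former counts are not independent evidence.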

(DOCX) Click here for additional data file.

# Supplementary material for: In Vitro Ischemia Triggers a Transcriptional Response to Down-Regulate Synaptic Proteins in Hippocampal Neurons
**Source:** PLoS One. 2014 Jun 24;9(6):e99958. doi: 10.1371/journal.pone.0099958
**Supplement:** Table S1 — List of primer sequences used to analyze gene expression by qPCR.

**C**

| **Gene** | **Primers** | **Anneling Temperature** |
| --- | --- | --- |
| **Actb** | Forward: CGTCACCTACTCTAACCG  Reverse: CTTGTGCTATCTGCTCATC | 52.8 |
| **Gapdh** | Forward: AACCTGCCAAGTATGATG  Reverse: GGAGTTGCTGTTGAAGTC | 53.4 |
| **Batf3** | Forward: ATGATGACAGGAAGGTTC  Reverse: CTCCAGACTCTCATGTTC | 58 |
| **Hmgb1** | Forward: AATACGGATTGCTCAGGAA  Reverse: GGACAACTGGTACTAATATGC | 55 |
| **Nfil3** | Forward: CTCTCCCTGAAATTAAAGTTTG  Reverse: GCTGTGGAATTACTGAGTT | 55 |
| **Itgb6** | Forward: ATAAGCCTCTCAGCGTAG  Reverse: CTCAACTTAAGAACCAAGC | 54.3 |
| **Gadd45g** | Forward: GAATCTTTACTTGCCCTC  Reverse: TTCTTCCAGAGTCATTGT | 56 |
| **Prkcε** | Forward: ATACTTACACTTGTGGAT  Reverse: AATAGTTCGAGACATTCT | 57.2 |
| **Prkcδ** | Forward: GTGTGTGCAGTATTTCCT  Reverse: TCATAGTTGGGAACATGG | 56.6 |
| **Mmp25** | Forward: CAAGAGGTGGATTCTCAG  Reverse: GTAACTGTCTTGGTGGTA | 56.3 |
| **Mmp3** | Forward: AATTGTTAAGAAGATCCATG  Reverse: AGAGTAAGGAAACCACTT | 55.4 |
| **Adamts5** | Forward: GCAACAGACCCAACTAAAG  Reverse: TTGCTGCTGTGGCTAATG | 56.4 |
| **Adamts7** | Forward: ACATATTCAGAGGAAGAG  Reverse: AGGAACAACTAAGACTAC | 55 |
| **Pick1** | Forward: TGGATGTGAAGTTTGAGTA  Reverse: GTATAGCGGCTCTCCTAG | 57 |
| **Grip1** | Forward: GAAGCAAGAAATCAAGGA  Reverse: TGCCAGAGTCTTTGTATA | 54.7 |
| **Cacgn3** | Forward: TTTGGAGCCTTCTCTTTC  Reverse: GCTGATGCTTCTCAATATAG | 55.5 |
| **Cacgn8** | Forward: TGGAATCATTGAAACGCT  Reverse: ATGGTGGTCAGTAGTACC | 55.9 |
| **Sypl2** | Forward: TACATAGTGGTCATCTGG  Reverse: GTACATTGAGCATTCCTAA | 56.8 |
| **Snap25** | Forward: TACATAGTGGTCATCTGG  Reverse: GTACATTGAGCATTCCTAA | 54.7 |
| **Clstn2** | Forward: CAGATCAAGTGTTCAGAG  Reverse: ATGTTCCGTATCAGAGAC | 55.6 |
| **Clstn3** | Forward: TAACACCATTCAGAACGA  Reverse: AGTAGAGAAAGGCGATTC | 55.7 |
| **Dlgap** | Forward: ACATGGACCACATCCCAC  Reverse: AAATGAACAGACAGTAAGGG | 57.9 |
| **Fmr1** | Forward: GTCTTTCTGGGTAAATCACAT  Reverse: AATGGCACAGCACTTCAT | 54.9 |
| **Gria1** | Forward: GAACCATCCGTGTTTGTTCG  Reverse: TTCCTGTCTGCTCCAGTTAC | 57 |
| **Gria2** | Forward: GAAGCCTTGTGACACCATGA  Reverse: AGCCTTGCCTTGCTCCTCAT | 57 |
| **Grin1** | Forward: TACACTGCCAACTTGGCAGCT TTC  Reverse: CATGAAGACCCCTGCCATGTT3 | 58 |
| **Grin2a** | Forward: TGG CTG CCT TCA TGA TCC  Reverse: TGC AGC GCA ATT CCA TAG | 58 |
| **Grin2b** | Forward: GGA TCT ACC AGT CTA ACA TG  Reverse: GAT AGT TAG TGA TCC CAC TG | 58 |
| **Grin3a** | Forward: TCCTCTGCCACCTCAGTAA  Reverse: TCTCACTTGGCTGGCTTCT | 58 |
| **Grin3b** | Forward: AACTGTGATGACCTGAAAAC  Reverse: AAATGAGGTGTTGCCGAG | 58 |
| **Rest** | Forward: TAAGCCATGCCAGTATGA  Reverse: AACTTCTTAGCACTGTGAAC | 57 |

# Supplementary material for: In Vitro Ischemia Triggers a Transcriptional Response to Down-Regulate Synaptic Proteins in Hippocampal Neurons
**Source:** PLoS One. 2014 Jun 24;9(6):e99958. doi: 10.1371/journal.pone.0099958
**Supplement:** Table S2 — Most strongly up-regulated (A) and down-regulated (B) genes at 7 h after OGD (fold change ≥2).

| **A. Most up-regulated genes after 7h of recovery** | | | | |
| --- | --- | --- | --- | --- |
| **Gene Symbol** | **Gene Name** | **Function** | **Fold Change 7h** | ***p*-value** |
| **Mageb3** | Melanoma antigen family B, 3 | Apoptosis | 10.82 | 0.05 |
| **Pax3** | Paired box 3 | Transcription factor | 10.65 | 0.04 |
| **LOC685371** | Hypothetical protein LOC685371 | Unknown | 10.19 | 0.03 |
| **Evc2** | Ellis van Creveld syndrome 2 homolog (human) | Organ development | 9.86 | 0.04 |
| **RGD1309808** | Similar to apolipoprotein L2, apolipoprotein L-II | Lipid transporter activity | 9.66 | 0.04 |
| **Mkx** | Mohawk homeobox | Transcription factor | 9.17 | 0.04 |
| **Mcc** | Mutated in colorectal cancers | Unknown | 9.17 | 0.04 |
| **Krt80** | Keratin 80 | Cytoskeleton | 8.68 | 0.04 |
| **Ckm** | Creatine kinase, muscle | Metabolic process | 8.50 | 0.04 |
| **Fam155b** | Family with sequence similarity 155. member B | Unknown | 8.18 | 0.03 |
| **B. Most down-regulated genes after 7h of recovery** | | | | |
| **Gene Symbol** | **Gene Name** | **Function** | **Fold Change 7h** | ***p*-value** |
| **Agtr1b** | Angiotensin II receptor, type 1b | Receptor activity | 0.21 | 0.002 |
| **Clrn1** | Clarin 1 | Cytoskeleton | 0.22 | 0.0002 |
| **Dclk3** | Doublecortin-like kinase 3 | Kinase activity | 0.23 | 0.02 |
| **RGD1305627** | Hypothetical LOC314467 | Protease inhibitor | 0.23 | 0.01 |
| **Ttc22** | Tetratricopeptide repeat domain 22 | Unknown | 0.23 | 0.01 |
| **Mmp9** | Matrix metallopeptidase 9 | Extracellular matrix | 0.23 | 0.03 |
| **Nostrin** | Nitric oxide synthase trafficker | DNA binding | 0.24 | 0.03 |
| **Cga** | Glycoprotein hormones, alpha polypeptide | Hormone activity | 0.25 | 0.02 |
| **Ccl1** | Chemokine (C-C motif) ligand 1 | Inflammation | 0.25 | 0.04 |
| **RGD1562683** | Rgd1562683 | Unknown | 0.25 | 0.03 |

# Supplementary material for: In Vitro Ischemia Triggers a Transcriptional Response to Down-Regulate Synaptic Proteins in Hippocampal Neurons
**Source:** PLoS One. 2014 Jun 24;9(6):e99958. doi: 10.1371/journal.pone.0099958
**Supplement:** Table S3 — Most strongly up-regulated (A) and down-regulated (B) genes at 24 h after OGD (fold change ≥2).

| **A. Most up-regulated genes after 24h of recovery** | | | | |
| --- | --- | --- | --- | --- |
| **Gene Symbol** | **Gene Name** | **Function** | **Fold change 24h** | ***p*-value** |
| **Eif4g2** | Eukaryotic translation initiation factor 4, gamma 2 | Translation initiation factor | 12.23 | 0.005 |
| **Arhgap24** | Rho gtpase activating protein 24 | Enzyme | 11.98 | 0.001 |
| **Slfn2** | Schlafen 2 | Cell cycle | 11.20 | 0.02 |
| **LOC100365145** | Hypothetical protein LOC100365145 | Unknown | 10.47 | 0.05 |
| **Ctgf** | Connective tissue growth factor | Growth factor activity | 9.84 | 0.01 |
| **Cxcl2** | Chemokine (C-X-C motif) ligand 2 | Inflammation | 8.61 | 0.05 |
| **S100a6** | S100 calcium binding protein A6 | Calcium binding | 7.79 | 0.03 |
| **Cxcl10** | Chemokine (C-X-C motif) ligand 10 | Inflammation | 7.57 | 0.02 |
| **Ptgr1** | Prostaglandin reductase 1 | Apoptosis | 7.03 | 0.03 |
| **Hmga2** | High mobility group AT-hook 2 | Transcription | 6.99 | 0.02 |
| **B. Most down-regulated genes after 24h of recovery** | | | | |
| **Gene Symbol** | **Gene Name** | **Function** | **Fold change 24h** | ***p*-value** |
| **RGD1559536** | Similar to vitellogenin-like 1 precursor | Protease inhibitor | 0.21 | 0.04 |
| **Ifi203** | Interferon activated gene 203 | Transcription factor | 0.24 | 0.05 |
| **Agbl1** | ATP/GTP binding protein-like 1 | Signaling | 0.27 | 0.02 |
| **Gpr83** | G protein-coupled receptor 83 | Receptor activity | 0.30 | 0.03 |
| **F2** | Coagulation factor II (thrombin) | Protease activity | 0.30 | 0.01 |
| **Cd27** | CD27 molecule | Apoptosis | 0.31 | 0.04 |
| **Hapln1** | Hyaluronan and proteoglycan link protein 1 | Extracellular matrix | 0.32 | 0.01 |
| **Grin1** | Glutamate receptor, ionotropic, N-methyl D-aspartate 1 | Receptor activity | 0.39 | 0.04 |
| **LOC499418** | Similar to Putative protein c21orf56 homolog | Unknown | 0.40 | 0.02 |
| **Wdr63** | WD repeat domain 63 | Cytoskeleton | 0.40 | 0.01 |

# Supplementary material for: In Vitro Ischemia Triggers a Transcriptional Response to Down-Regulate Synaptic Proteins in Hippocampal Neurons
**Source:** PLoS One. 2014 Jun 24;9(6):e99958. doi: 10.1371/journal.pone.0099958
**Supplement:** Table S4 — Most strongly up-regulated (A) and down-regulated (B) genes at both recovery periods (7 h and 24 h) after OGD (fold change ≥2).

| **A. Most up-regulated genes at both periods of recovery (7h and 24h) after OGD** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | **Gene Name** | **Function** | **Fold change 7h** | ***p*-value** | **Fold change 24h** | ***p*-value** |
| **Il1rl1** | Interleukin 1 receptor-like 1 | Inflammation | 13.01 | 0.03 | 47.02 | 0.001 |
| **Reg3b** | Regenerating islet-derived 3 beta | Inflammation | 17.43 | 0.01 | 29.00 | 0.01 |
| **Tfpi2** | Tissue factor pathway inhibitor 2 | Enzyme inhibitor | 7.24 | 0.05 | 22.64 | 0.01 |
| **Cxcl1** | Chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha) | Inflammation | 8.35 | 0.002 | 11.99 | 0.01 |
| **Gal** | Galanin prepropeptide | Hormone activity | 9.39 | 0.004 | 5.60 | 0.03 |
| **Serpine1** | Serpine peptidase inhibitor. clade E (nexin. plasminogen activator inhibitor type 1), member1 | Protease inhibitor | 5.03 | 0.02 | 9.77 | 0.03 |
| **B. Most down-regulated genes at both periods of recovery (7h and 24h) after OGD** | | | | | | |
| **Gene Symbol** | **Gene Name** | **Function** | **Fold change 7h** | ***p*-value** | **Fold change 24h** | ***p*-value** |
| **Mmp28** | Matrix metallopeptidase 28 | Extracellular matrix | 0.20 | 0.02 | 0.24 | 0.01 |
| **RGD1559748** | Similar to Palate lung and nasal carcinoma-like protein precursor (Tongue plunc-like protein) | Unknown | 0.29 | 0.001 | 0.25 | 0.01 |
| **Rasgrp1** | RAS guanyl releasing protein 1 (calcium and DAG-regulated) | Enzyme activity | 0.25 | 0.003 | 0.30 | 0.03 |
| **LOC100360071** | Neuropeptide S-like | Signaling | 0.19 | 0.0002 | 0.38 | 0.05 |
| **C1qtnf1** | C1q and tumor necrosis factor related protein 1 | Extracellular matrix | 0.28 | 0.002 | 0.30 | 0.01 |
| **Ube2ql1** | Ubiquitin-conjugating enzyme E2Q family-like 1 | Metabolic process | 0.31 | 0.01 | 0.36 | 0.04 |

# Supplementary material for: In Vitro Ischemia Triggers a Transcriptional Response to Down-Regulate Synaptic Proteins in Hippocampal Neurons
**Source:** PLoS One. 2014 Jun 24;9(6):e99958. doi: 10.1371/journal.pone.0099958
**Supplement:** Table S8 — Microarray data of the genes selected for validation through qPCR analyses.

|  | **Gene Name** | **Function** | **Status in microarrays** | **Fold change in microarrays** |
| --- | --- | --- | --- | --- |
| **Prkcε** | Protein kinase C epsilon | Protein kinase C | Down-regulated at 24h after OGD | 0.46 |
| **Prkcδ** | Protein kinase C delta | Protein kinase C | Up-regulated at 24h after OGD | 2.20 |
| **Mmp25** | Matrix metallopeptidase 25 | Extracelular matrix protease | Up-regulated at 24h after OGD | 2.27 |
| **Mmp3** | Matrix metallopeptidase 3 | Extracelular matrix protease | Up-regulated at 24h after OGD | 2.93 |
| **Adamts5** | ADAM metallopeptidase with thrombospondin type 1 motif 5 | Extracelular matrix protease | Up-regulated at 24h after OGD | 2.24 |
| **Adamts7** | ADAM metallopeptidase with thrombospondin type 1 motif 7 | Extracelular matrix protease | Up-regulated at 7h and 24h after OGD | 2.28 (7h) / 2.64 (24h) |
| **Batf3** | Basic leucine zipper transcription factor, ATF-like 3 | Transcription factor | Up-regulated at 7h after OGD | 2.94 |
| **Hmgb1** | High mobility group box 1 | Transcription factor | Up-regulated at 7h after OGD | 2.00 |
| **Nfil3** | Nuclear factor, interleukin 3 regulated | Transcription factor | Down-regulated at 24h after OGD | 0.44 |
| **Itgb6** | Integrin beta 6 | Cell adhesion | Up-regulated at 7h after OGD | 3.74 |
| **Gadd45g** | Growth arrest and DNA-damage-inducible, gamma | Cell death | Up-regulated at 7h after OGD | 2.08 |

How the deposited data were processed for this re-analysis (not part of the article)

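The analysis covered the 12 one-color Agilent arrays of the microarray experiment, 3 cultures for each of control and OGD at 7 h and at 24 h of recovery after 2 h of OGD. Each array is described by its condition, its replicate number and its slide, and each of the 6 slides holds 1 control and 1 OGD array of the same time and replicate number.

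The authors labeled the RNA with Cy3, hybridized 1 culture per array and read the slides with Agilent Feature Extraction. The deposited intensity values of each spot were made by that software, which subtracted the background, corrected trends across the array and replaced low spots by a positive value from its error model, without normalization between arrays. The authors also deposited log2 values, which are the same intensities on the log2 scale after their median centring. Both kinds of values were compared, and each array differed by 1 constant. The probes were designed on rat genome build rn4, and no build was needed here because probes were followed by name.

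From the intensities, spots that the software marked as non-uniform or population outliers were left out, log2 was taken, the spots of a probe were averaged and the median of the non-control probes of each array was subtracted. Each array has 44254 spots, 42877 of them not controls. No filter on signal was applied in the values reported at the claims. The precision of the arrays is set by their number and by the share of spots well above background. At the claims, a gene with no array well above background in 1 group is given a lower bound of its fold, computed against the lowest normalized signal the software called well above background. Genes with saturated control arrays are given no fold there. Where alternatives or other probes are compared with the paper's values, the fitted values of such genes are printed and marked as dim or saturated.

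Probes were named through the RefSeq accession on the array (17996 probes) or the study's tables (90 probes), and 12281 of 30367 probes have no name, leaving 15216 symbols. A gene with several probes is represented by the probe with the highest mean normalized signal over the 12 arrays, and other probes are mentioned where they differ. The genes named are those that the paper's text, Table 1, Tables S2–S4 and S8 and Figure 7D name, 96 in all, of which 88 have a probe. The same rule would have added the 5 highest and the 5 lowest changes at an adjusted p under 0.05 at each time, and none met it.

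Groups were compared with limma 3.58.1 in R 4.3.3, in 1 linear model of the 4 groups with empirical Bayes moderation, for OGD against control at each time and for the difference between these contrasts (the interaction). The p-values are two-sided and were adjusted over all probes by the Benjamini-Hochberg method. A probe is called when its unadjusted p is under 0.05 and its fold at least 2, as in the paper. The methods' t-test, for each time alone with equal variances, was run beside it. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, over the 15185 named genes without a missing value. Camera's p-values were adjusted over the 8 lists, and those of fry were not. The procedure was tested on simulated data. There a list of 90 genes shifted together gave a camera p-value of 5.5e-41 and a fry p-value of 4.2e-08. An unchanged list gave 0.438 and 0.278. The simulated probes were drawn independently, so this does not show how the set tests behave when genes are correlated.

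The lists, drawn up from general knowledge, hold genes of synaptic proteins (98 listed, 90 with a probe), neurons (20 and 17), astrocytes (16 and 15), microglia (16 and 16), oligodendrocytes (14 and 14), vascular cells and fibroblasts (16 and 15), the response to hypoxia (18 and 18) and the heat shock response (13 and 11). No gene is in more than 1 list. The tables and text of the study hold 7 of the synaptic genes, 1 neuron gene, 1 microglia gene, 1 vascular gene, 1 hypoxia gene and 2 heat shock genes, and none of the astrocyte and oligodendrocyte genes. Well above background on all 6 control arrays were 90 synaptic, 17 neuron, 14 astrocyte, 10 microglia, 13 oligodendrocyte, 13 vascular, 18 hypoxia and 11 heat shock genes. The lists, the rule for named genes and most alternatives were fixed before the data were examined.

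The alternatives were centring on the 75th percentile, quantile normalization, scaling to the spike-in probe, another background correction (normexp with an offset of 50), a floor of 10 intensity units, leaving out dim probes, the authors' own values, the methods' t-test, Welch's t-test, limma on each time alone, spots not averaged, the slide as a fixed or random block, array quality weights, a ratio of arithmetic means, the mean over a gene's probes, and each array left out in turn. Of the 10 kinds of spike-in probe, 1 was well above background and not saturated on all arrays, with 32 spots. Other splits of the 6 arrays of a time into 3 and 3 (10 for each time) and 80 of the 200 joint splits of both times were refitted. Random lists matched on signal in 50 bins were drawn 10000 times, and cell type lists were compared with 100000 permutations.

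Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statmod 1.5.0 and matplotlib 3.10.9 were used. The GoMiner analysis was not repeated, and qPCR, Western blots and cell death assays are not analysed here. 1 gene of the study's tables is not reported here. Among the named genes, LOC680885, LOC685371, Fam155b, Arhgap24, LOC100365145, Ifi203, Agbl1 and LOC499418 were matched to no probe.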

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

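The tests of scanner gain, of less mRNA after OGD and of less labeled RNA on the OGD replicate 1 arrays, and those of the heat shock list on the slides of replicates 2 and 3, under quantile normalization and without saturated probes, were chosen only after the result was seen.

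In a test of the difference between the recovery periods, 4 gene lists moved down from 7 h to 24 h. The median difference of log2 fold changes, 24 h minus 7 h, was −0.46 for the synaptic list (78 of 90 genes, camera p-value 1.4e-15), −0.36 for the neuron list (16 of 17 genes, 1.2e-05), −0.38 for the astrocyte list (13 of 15 genes, 0.000688) and −0.14 for the hypoxia list (13 of 18 genes, 0.0129). Adjusted over the 8 lists these are 1.1e-14, 4.6e-05, 0.00184 and 0.0257. None of the differences passed under fry (0.229, 0.279, 0.291 and 0.329). Of 80 splits of the arrays within the time points, 34, 32, 35 and 48 gave a difference as far from 0 for the synaptic, neuron, astrocyte and hypoxia list, so chance is not excluded. These splits do not use the replicate numbers. Without the OGD 24 h replicate 1 array the differences became −0.13 for the synaptic list (camera p-value 5.2e-05) and −0.13 for the neuron list (0.0421), which argues against that array as their only source. For the astrocyte list the difference became −0.0230 (0.214), so that array may account for it. For the hypoxia list it became −0.0555 (0.0197). On the slides of replicates 2 and 3 alone, the synaptic and neuron differences were −0.17 (camera p-value 3.5e-07) and −0.14 (0.0477), whereas those of the astrocyte and hypoxia lists were −0.11 (0.241) and 0.03 (0.338), so the replicate 1 arrays stay open as the source of the hypoxia difference as well. The direction held for each of the 4 lists with quantile normalization and with the other background correction, though with the latter only the synaptic difference passed in camera. It held with the 75th percentile and spike-in scalings as well, but these could not have reversed it. The 75th percentile moved all changes by nearly the same amount at both times, and the spike-in scaling lowered those at 24 h more than those at 7 h. A later or slower response of the cultures to OGD, the biological explanation that the time points offer, stays open as well.

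The spike-in probe, for control transcripts added to the RNA, was not reported on in the paper and stood out on the OGD 24 h replicate 1 array, with a signal of 6029 intensity units against 859 to 1696 on the other arrays at 24 h. It was between 47.8 and 108 units on the arrays at 7 h, so the spike-in level cannot be compared between the time points. On the same array the median gene signal was the lowest of the 12. Between the OGD and the control array of this slide the spike-in signal rose by 2.33 on the log2 scale while the median gene signal changed by −1.32, and a different scanner gain would have moved both the same way. Less mRNA after OGD in every culture would have lowered the gene signal against the spike-in on each slide at 24 h. The change of genes minus spike-in was −3.65, −0.58 and 1.16 on the slides of replicates 1, 2 and 3, and the value of 1.16 argues against it. At 7 h it was −2.46, −0.38 and 0.41. A candidate explanation is that less RNA of the OGD replicate 1 cultures was labeled. The deviations of the OGD 7 h and OGD 24 h replicate 1 arrays from their group means were correlated across probes, with r of 0.52, against at most 0.42 in the other pairs among 36 pairs of arrays across the times, and probes are not independent replicates. This cannot be told apart from a stronger reaction of the replicate 1 cultures to OGD, since the same arrays hold both.

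The heat shock list, which the paper does not discuss as a group, was higher after OGD, with a median log2 fold change of 0.55 at 7 h (camera p-value 8.2e-05, adjusted over the 8 lists 0.000652) and 0.40 at 24 h (0.000977, adjusted 0.00261). Each of the 10 genes tested as a set was higher at both times. Fry gave p-values of 0.0394 and 0.0428, which are not adjusted over the 8 lists. Hsph1, the 11th gene with a probe, had a missing value and was left out of the set test, and it changed by −0.13 at 24 h. Among the genes Hspa1b changed by 1.59 and 1.5, Hmox1 by 0.83 and 1.87 and Bag3 by 0.60 and 0.90, named after their values were seen. At an unadjusted limma p under 0.05, 0 genes were lower and 1 higher at 7 h, and 0 lower and 3 higher at 24 h. None passed adjustment in limma, over all probes or adjusted over the list alone. The real split gave the largest median among 10 splits at each time (1 of 10), and 3 arrays against 3 cannot exclude chance. Of the 11 genes 2, Hspa8 and Hspe1, had a probe saturated on an array, Hspa8 on all 12, and carry no fold. Without probes saturated on any array the median of the 8 genes left was 0.50 at 7 h (camera p-value 0.000642, fry 0.0418) and 0.61 at 24 h (camera p-value 0.00212, fry 0.0252), which argues against saturation as the only source. Among random lists of the same brightness, 0.86% at 7 h and 0.37% at 24 h had a median as far from 0, which argues against a shift of all probes of that brightness. On the slides of replicates 2 and 3 alone the medians were 0.35 and 0.23, with a camera p-value of 0.000105 and 0.00225, which argues against the OGD replicate 1 arrays as the only source. Without the OGD 24 h replicate 1 array alone, however, the median at 24 h was 0.11, with a camera p-value of 0.0508, so part of the shift at 24 h may come from it. Under quantile normalization the median was 0.00765 at 7 h (camera p-value 0.168) and 0.11 at 24 h (0.0122), so at 7 h the shift may come from the scaling of the brightest probes, whereas at 24 h it is not removed by it. The spike-in scaling, which lowers all genes of a time by the same amount, gave medians of −0.26 and −0.62, and camera, which compares the list with the other genes, still placed it above them (camera p-value 0.000182 and 0.000455). With the other background correction the medians were −0.06 and −0.05 (0.812 and 0.315), so the shift depends on the background correction. Of these genes the study's tables hold Hsp90aa1 and Hspa1b. A heat shock response to OGD stays open.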

How the results depend on the processing

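The other background correction, the combination of the authors' values with the methods' t-test, leaving out slides 1 and 4, leaving out saturated probes, and the replicate block across the times were chosen only after the data were seen. The background correction first named, on mean spot signals, was not run because the scanner output holds no mean signals, and median spot signals took its place. Where a result changed, the cause was not tested unless a reason is given.

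The fixed and the random replicate block, the authors' values and quantile normalization left each count of higher or lower calls at a time within 1.5 times its value and each share on its side of 50%. The replicate block gave 633 higher and 525 lower calls at 7 h and 1129 and 461 at 24 h, the random block 639 and 508, and 1131 and 604. The replicate numbers were not used to pair the cultures in the values at the claims. Deviations of the arrays of a slide were correlated across probes by −0.05, 0.11, −0.01, 0.08, 0.17 and −0.01, and the correlation estimated within slides was 0.0176. Across the times, deviations of same-numbered arrays were correlated by 0.52, 0.21 and 0.42 for OGD and by 0.26, 0.04 and 0.26 for control. With condition and number as a replicate block across the times, 2131 probes had an interaction p under 0.05, 2 of 10 splits giving as many, and 0 had an adjusted p under 0.05. The median differences of the lists, 24 h minus 7 h, on replicates 1, 2 and 3 were −1.08, −0.30 and −0.12 for the synaptic list and −0.99, −0.06 and −0.24 for the neuron list, lower on each, but −1.04, 0.07 and −0.03 for the astrocyte list and −0.44, −0.01 and 0.09 for the hypoxia list. In this fit fry gave 0.0885, 0.116, 0.377 and 0.243 for these lists, and 1, 3, 7 and 6 of 10 splits gave a median as far from 0. With 3 numbers per condition, chance is still not excluded. Of 176 values for single genes and times, 176 kept their direction and side of the threshold with the authors' values, 168 with the 75th percentile, 164 with quantile normalization, 115 with the spike-in scaling, 127 with the other background correction and 137 with the methods' t-test. The replicate block kept 163 in limma but 92 in the methods' t-test, and Welch's t-test kept 107.

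With the 75th percentile, 67.0% of the calls at 7 h were higher and 81 probes were lower at both times. Quantile normalization left the list medians at 7 h at 0.13 for astrocytes and 0.00765 for heat shock, no longer past camera's threshold, and at −0.24 for neurons, now past it. It reversed Eif4g2 at 7 h (−0.0276). Probes saturated on any array include 2 genes of the synaptic list, 4 each of the neuron and astrocyte lists and 2 each of the hypoxia and heat shock lists. Without them the medians at 7 h of −0.30 for the synaptic list (camera p-value 0.0578) and 0.15 for astrocytes (0.103) no longer passed camera's threshold, and that of −0.49 for neurons (0.0162) did. Each count stayed within 1.5 times its value and each share on its side of 50%.

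The spike-in scaling moved the median of all probes to −0.86 at 7 h and −1.01 at 24 h, against 0.06 and 0.12 with the 75th percentile, and it lowered all changes of a time by the same amount, so that reversals under it are not particular to a gene or list. It gave 358 probes at p under 0.05 at 7 h and 537 at 24 h, 74 higher and 284 lower calls at 7 h, 20 higher calls at 24 h, and 11 higher and 63 lower at both times. Of the calls, 20.7% at 7 h and 3.72% at 24 h were higher. Called entries numbered 117, 56 and 13 in Tables S5, S6 and S7, and 0 genes of Table 1 were lower at p under 0.05 at 7 h. List medians reversed for astrocytes at 7 h (−0.63), heat shock at 7 h (−0.26) and 24 h (−0.62), microglia at 7 h (−0.55) and 24 h (−0.73) and vascular cells at 24 h (−0.70), as did Gapdh at 7 h (−0.28), Ece1 at 24 h (−0.34) and Eif4g2 at 7 h (−0.40). The probes of Gapdh and Eif4g2 are saturated on control arrays at 7 h, so their values here and with the other alternatives carry no fold.

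The other background correction gave 5845 probes at p under 0.05 at 7 h and 1477 at 24 h, with 1 at an adjusted p under 0.05 at 24 h. It called 2047 higher and 871 lower at 7 h, 190 higher at 24 h, and 99 higher and 237 lower at both times, so that 70.2% of the calls at 7 h and 25.6% at 24 h were higher. Called entries were 204, 71 and 32 in Tables S5, S6 and S7. List medians reversed for astrocytes at 7 h (−0.32) and heat shock at 7 h (−0.0593) and 24 h (−0.0453), and those of astrocytes at 24 h (−0.51), neurons at 7 h (−0.63) and vascular cells at 24 h (0.53) passed camera's threshold. Reversed at 7 h were Oprm1 (0.46), Gapdh (−0.0540), Agtr1b (0.31), Ttc22 (0.34), Mmp9 (0.27), Nostrin (0.34), RGD1562683 (0.23), Eif4g2 (−0.21), Wdr63 (0.32), Mmp28 (0.12), Rasgrp1 (0.45) and LOC100360071 (0.46). Reversed at 24 h were Ttc22 (0.33), Mmp9 (0.27), RGD1559536 (0.21), Cd27 (0.34), Rasgrp1 (0.10) and LOC100360071 (0.25). Apart from Gapdh and Eif4g2, which are bright, the mean signals of these genes rank at 15.3% to 31.4% of all probes, in the range where a background correction acts most. Agtr1b, Ttc22, Nostrin, RGD1562683, Mmp28, Rasgrp1 and LOC100360071 at 7 h and RGD1559536 and Cd27 at 24 h were not well above background on any OGD array, so these are fitted values only.

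The floor of 10 units gave 33 probes at an adjusted p under 0.05 at 7 h and 6 at 24 h, 6 for the interaction, 629 higher calls at 24 h, 212 higher at both times, 207 called entries in Table S6, and a synaptic median of −0.29 at 7 h no longer past camera's threshold. Without dim probes the synaptic median at 7 h, −0.29, did not pass either, and that of vascular cells at 24 h was 1.1 and passed. Called on every spot instead of averaged spots, 962 probes were higher at 7 h and 6452 had p under 0.05 at 24 h, with list medians of 0.53 for hypoxia at 7 h (reversed), −0.43 for neurons at 7 h, and 0.25 at 24 h and −0.40 at 7 h for oligodendrocytes. More entries are tested in this setting, and a gene with many spots counts many times. The ratio of arithmetic means gave 372 lower calls at 24 h, 75.9% of the calls there being higher. The mean over a gene's probes reversed Oprm1 at 7 h (0.37) and Eif4g2 at 24 h (0.84), whose probes go different ways.

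The methods' t-test gave 1923 probes at p under 0.05 at 24 h, 1 at an adjusted p under 0.05 at 7 h, 380 higher calls at 7 h, 539 higher and 95 lower at 24 h, and 89 higher and 30 lower at both times. The shares of higher calls were 47.0% at 7 h and 85.0% at 24 h. Of its calls, 362 higher and 380 lower at 7 h and 501 and 92 at 24 h were the same probes as in limma. On the authors' values this test gave 1920 probes at p under 0.05 at 24 h, 413 higher calls at 7 h, 499 higher and 91 lower at 24 h, 80 higher and 27 lower at both times, and a share of 84.6% at 24 h. Welch's t-test gave 1212 probes at p under 0.05 at 24 h, 1 at an adjusted p under 0.05 at 7 h, 213 higher and 335 lower calls at 7 h, 343 and 44 at 24 h, 41 and 8 at both times, shares of 38.9% and 88.6%, 30 called entries in Table S7 and 3 lower genes of Table 1 at 24 h. With the replicate block in the methods' t-test there were 1282 probes at p under 0.05 at 24 h, 261 higher and 241 lower calls at 7 h, 181 and 35 at 24 h, 10 and 4 at both times, a share of 83.8% at 24 h, 287, 111 and 1 called entries in Tables S5, S6 and S7, and 0 lower genes of Table 1 at 24 h. These 3 tests estimate each variance from 6 arrays or fewer.

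In limma on each time alone, 5453 probes had p under 0.05 at 7 h and 2574 at 24 h, 329 were called lower at 24 h, 77.9% of the calls at 24 h were higher, and 8 genes of Table 1 were lower at 7 h. Array quality weights gave 13890 and 10549 probes at p under 0.05, 10915 and 5727 at an adjusted p under 0.05, 4656 for the interaction, 1546 higher calls at 7 h (68.6%), 562 higher and 75 lower at both times, 214 and 46 called entries in Tables S6 and S7, 8 lower genes of Table 1 at 7 h, and medians at 7 h of 0.0417 for astrocytes and −0.19 for the synaptic list that no longer passed. The weights ran from 0.0883 for the OGD 24 h replicate 1 array to 11.4 for the OGD 7 h replicate 2 array, with 1 convergence warning, so these counts rest on few arrays. Without slides 1 and 4, which leaves fewer arrays, 1742 probes had p under 0.05 at 24 h, 405 were called higher at 7 h, 403 higher and 140 lower at 24 h, 137 higher and 19 lower at both times, the share at 7 h was 46.0%, and 146 and 38 entries of Tables S6 and S7 were called. Medians of 0.19 for astrocytes at 7 h, 0.0630 and 0.22 for microglia at 7 h and 24 h, and −0.14 for the synaptic list at 7 h no longer passed.

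With 1 array left out in turn, higher calls at 7 h ranged from 357 (without OGD 7 h replicate 1) to 1068 (without OGD 7 h replicate 3) and lower calls from 307 to 682 (the same arrays). At 24 h higher calls ranged from 630 (without OGD 24 h replicate 1) to 1601 (without OGD 24 h replicate 3) and lower calls from 184 to 1444 (the same arrays). Probes at p under 0.05 ranged from 1705 (without OGD 7 h replicate 1) to 6399 (without OGD 24 h replicate 1) at 7 h and from 2087 (without control 24 h replicate 1) to 6470 (without OGD 24 h replicate 3) at 24 h. At an adjusted p under 0.05 there were 0 to 56 probes at 7 h (most without OGD 24 h replicate 1), 0 to 2 at 24 h (most without OGD 24 h replicate 3) and 0 to 1 for the interaction. Probes called at both times ranged from 184 to 471 higher (without OGD 7 h replicates 1 and 3) and from 33 to 190 lower (without OGD 24 h replicates 1 and 3). The share of higher calls ranged from 42.0% (without control 7 h replicate 1) to 61.0% (without OGD 7 h replicate 3) at 7 h and from 52.6% (without OGD 24 h replicate 3) to 77.4% (without OGD 24 h replicate 1) at 24 h. Of the calls at 24 h, 533 higher and 93 lower ones remained without the OGD 24 h replicate 1 array. Called entries ranged from 295 (without OGD 7 h replicate 1) to 503 (without OGD 24 h replicate 1) in Table S5 and from 224 (without OGD 24 h replicate 1) to 359 in Table S6, and in Table S7 from 51 to 75. List medians at 7 h ranged from −0.42 to −0.21 for the synaptic list, from −0.38 to −0.20 for neurons and from 0.13 to 0.56 for microglia, each nearest to 0 without OGD 7 h replicate 1. At 24 h they ranged from −1.01 to −0.44 for the synaptic list, from −0.36 to 0.13 for astrocytes, from 0.22 to 0.41 for microglia, from −0.13 to 0.42 for oligodendrocytes, from 0.22 to 0.47 for vascular cells and from 0.11 to 0.65 for heat shock. Without OGD 24 h replicate 1 these were −0.44, 0.13, 0.22, 0.42, 0.47 and 0.11.

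Signal over background limits the dim probes. Of the probes called higher, 207 of 631 at 7 h and 626 of 1126 at 24 h were not well above background on all 3 control arrays, so their folds are uncertain.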

Differences from the paper's values

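The combination of the authors' values with the methods' t-test and the omission of slides 1 and 4 were chosen only after the values were seen.

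The number of probes with p under 0.05 in limma at 24 h was 4160, where the paper's number is about 1900 in Fig. 3A, rounded. Of the alternatives set before the data were examined, the methods' t-test (1923), limma on each time alone (2574), the replicate block in the methods' t-test (1282) and the fits without control 24 h replicate 1 (2087) or 2 (2577) came within 1.5 times the paper's number, and the others did not. Of those chosen after the values were seen, the other background correction (1477), the authors' values with the methods' t-test (1920) and leaving out slides 1 and 4 (1742) did.

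Higher calls at 7 h numbered 631 and the paper's number is 413. Of the alternatives set before the data were examined, the floor of 10 units (458), leaving out dim probes (588), the methods' t-test (380) and the fits without control 7 h replicate 1 or 2, OGD 7 h replicate 1 or 2, any of the control 24 h arrays or OGD 24 h replicate 2 (357 to 600) no longer differed, and the others did. The authors' values with the methods' t-test, chosen after the values were seen, gave the paper's number, and leaving out slides 1 and 4 or saturated probes, also chosen so, gave 405 and 593. Higher calls at 24 h numbered 1126 and the paper's number is 499. The floor (629), the methods' t-test (539), Welch's t-test (343) and the fit without OGD 24 h replicate 1 (630) no longer differed, and the other alternatives set before the data were examined did. The authors' values with the methods' t-test, chosen after the values were seen, gave 499, and leaving out slides 1 and 4 gave 403. The paper's text gives 413 and 499 as totals over both directions, while Fig. 3A gives them for up-regulated genes.

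Probes higher at 24 h only numbered 777 and the paper's number is 419. Quantile normalization (466), the floor (417), leaving out dim probes (493), the methods' t-test (450), Welch's t-test (302), array weights (575) and the fits without control 24 h replicate 1 (522) or OGD 24 h replicate 1 (416) no longer differed, and the other alternatives set before the data were examined did. Probes higher at both times numbered 349 and the paper's number is 80. The methods' t-test (89) no longer differed, nor did the other background correction (99), chosen after the values were seen, and the other alternatives did. Probes lower at 24 h only numbered 463 and the paper's number is 64. The methods' t-test (65) no longer differed, and the other alternatives set before the data were examined did. Probes lower at both times numbered 132 and the paper's number is 27. The methods' t-test (30) and the fit without OGD 24 h replicate 1 (33) no longer differed, and the other alternatives set before the data were examined did, while leaving out slides 1 and 4, chosen after the values were seen, gave 19. For each of these 4 numbers the authors' values with the methods' t-test, chosen after the values were seen, gave the paper's number.

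For Rest at 7 h the limma p was 0.126 and the paper's p is 0.016. The methods' t-test (0.0158) no longer differed, nor did the authors' values with this test (0.0164), chosen after the values were seen, and no other alternative did. Under the paper's threshold of 0.05, Rest was also called by limma on each time alone (0.0104), by Welch's t-test (0.0433), with array weights (0.00157) and without OGD 24 h replicate 1 (0.00749).

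Of 99 folds that the paper states for single genes, 6 differed from those of the brightest probe. A fold counts as differing when it is more than 1.5 times away from the paper's and farther than the spread between replicates. For Grip1 at 7 h the fold was 0.942 and the paper's is 0.62. The spike-in scaling (0.538), the ratio of arithmetic means (0.926) and the fits without control 7 h replicate 2 or 3 or OGD 7 h replicate 2 or 3 no longer differed, nor did the other background correction (0.716), chosen after the values were seen, and the other alternatives did. The ratio of arithmetic means lies barely inside the limit and close to the main fold of 0.942, so it does not reconcile Grip1 with the paper. The other Grip1 probe gave 1.07. For Fmr1 at 7 h the fold was 1.26 and the paper's is 2.34. The mean over its probes (1.71) no longer differed and the other alternatives did, and its probe A_44_P180017 gave 2.31, looked up after the values were seen. For Pax3 at 7 h the fold was 0.775 and the paper's is 10.65, and for Eif4g2 at 24 h it was 0.918 and the paper's is 12.23. No alternative removed these differences, and other probes of the genes, A_64_P054243 and A_64_P108566, had fitted folds of 10.5 and 12.2, again looked up after the values were seen. The latter probe of Eif4g2 was not well above background on any control array, so its fold is only known to be at least 2.63. For Dclk3 at 7 h the fold was 0.399 and the paper's is 0.23. The spike-in scaling (0.228) and the mean over its probes (0.299) no longer differed and the other alternatives did, and its probe A_64_P150539 had a fitted fold of 0.224, looked up in the same way. This probe was not well above background on any OGD array, so it is only known to be at least 2.28-fold lower. For Ube2ql1 at 7 h the fold was 0.539 and the paper's is 0.31. The spike-in scaling (0.308), the mean over its probes (0.408) and the fit without control 7 h replicate 3 (0.449) no longer differed, nor did the other background correction (0.357), chosen after the values were seen. The remaining alternatives did, and its probe A_44_P185110 gave 0.309, looked up in the same way. On the authors' values, these other probes of Fmr1, Pax3, Eif4g2, Dclk3 and Ube2ql1 gave 2.34, 10.65, 12.23, 0.23 and 0.31, the folds that the paper states. For these genes the difference therefore comes from the choice of probe.

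The paper states that more transcripts are regulated at 7 h than at 24 h. Here there were 3590 at an unadjusted limma p under 0.05 and 1136 calls at 7 h, and 4160 and 1721 at 24 h, whereas the methods' t-test gave 4698 and 808 at 7 h and 1923 and 634 at 24 h. The paper states that decreased genes are more numerous at 7 h, in each class of Fig. 4, and that repression is the more general response then. Over all probes limma called 505 lower at 7 h and 595 at 24 h, whereas the methods' t-test called 428 and 95. Of all limma calls 55.5% were higher at 7 h. The discussion counts FMR1 among the down-regulated genes. On the arrays its brightest probe had a log2 fold change of 0.34 at 7 h and −0.08 at 24 h, and its other probe 1.21 and 0.35.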

Other observations

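The tests of slide 4 in each direction, of an exchange of the replicate 3 arrays and of fits without slides 1 and 4 were chosen only after the result was seen.

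Other splits of the 6 arrays of a time into 3 and 3 were refitted with limma. At 7 h the real split gave the most calls of 10 splits (1 of 10), 1136 against at most 839, and the most probes at p under 0.05 (1 of 10), 3590 against at most 1316. At 24 h it again gave the most calls (1 of 10), 1721 against at most 997, and the most probes at p under 0.05 (1 of 10), 4160 against at most 3731. For the synaptic list, 2 of 10 splits moved the median as far from 0 at 7 h and 1 of 10 at 24 h, and for the neuron list 1 of 10 at 24 h. With 3 arrays against 3, these splits cannot exclude chance. Across both times, only the real split among 80 (1 of 80) gave as many probes called in the same direction at both. These splits regroup the 2 times independently, whereas deviations of same-numbered arrays were correlated across the times. Such a correlation can itself give shared calls, so chance is not excluded for them. As many probes with an interaction p under 0.05 came from 31 of 80 splits, which do not use the replicate numbers, so chance is not excluded for a difference between the times.

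More calls were higher than lower at 24 h, 65.4% of them. The share was 74.9% with the 75th percentile and 56.3% with quantile normalization, but 3.72% with the spike-in scaling. The centring of the arrays may therefore account for the excess of higher calls, and changes here are relative to the median probe of each array. The other background correction also gave a share under 50%, 25.6%. The spike-in scaling rests on 1 probe, and its calls shared 19 higher and 326 lower probes with the median scaling at 24 h.

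Many higher calls lie on dim probes. At 7 h, 10.1% of the higher and 21.8% of the lower calls were on probes removed by the filter on dim probes, and at 24 h 27.4% and 5.21%. The filter uses signal that the change itself moves, and judged on control arrays alone 32.8% of the higher and 28.1% of the lower calls at 7 h were not well above background on all 3, so low signal stays open as a source of higher calls at both times. At 24 h, 381 of 1126 higher calls were on probes not well above background on any control array. The normalized signal of the dimmest probes was raised on the OGD 24 h replicate 1 array, by 0.94 at the median of the dimmest sixth against the group mean. Without this array 48.3% of the 381 calls were lost, and 57.6% of the 500 higher calls on probes well above background on all 3 control arrays (Fisher's exact test across probes, two-sided, p = 0.00643). The dim calls were lost less often, but the brighter calls depend on this array as well and probes are not independent replicates, so its raised noise floor stays open as a source of the dim calls that were lost.

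Slide 4, with the replicate 1 arrays at 24 h, was scanned in 2 sessions. Without slides 1 and 4, limma called 403 probes higher and 140 lower at 24 h. Of these, 94.8% of the higher ones and 47.1% of the lower ones had the same direction on slide 4, where chance gives 50%. These calls were made without slide 4, so they do not bear on the calls that need it, and the raised signal of dim probes on its OGD array lifts the share of the higher ones. The separate scans and a difference of the replicate 1 cultures both stay open. Of the 1721 calls at 24 h over all arrays, 91.3% had the same direction on slides 5 and 6 and 99.8% on slide 4. Of the 1320 calls made only with slides 1 and 4 included, 88.6% had the same direction on slides 5 and 6. The latter shares come from probes selected with these slides in the fit.

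Changes between the arrays of a slide were correlated across 20919 probes, which are not independent replicates. At 7 h r was 0.71 between replicates 1 and 2, 0.38 between 1 and 3 and 0.58 between 2 and 3. At 24 h it was 0.71, 0.06 and 0.13. An exchange of the control and OGD arrays of replicate 3 would make its correlations negative, and its correlation was 0.128 with the slide of replicate 2 and 0.06 with that of replicate 1. Neither is negative, which argues against an exchange, though both are near 0. No biological explanation for the weak change on this slide was tested.

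The medians of the other lists at 7 h and 24 h were as follows. The neuron list changed by −0.31 and −0.58 (camera p-value 0.307 and 4.2e-07, fry 0.395 and 0.0271), with 12 and 17 of 17 genes lower. The astrocyte list changed by 0.18 and −0.11 (0.00598 and 0.502, fry 0.363 and 0.60) and the microglia list by 0.26 and 0.29 (0.0136 and 0.00596, fry 0.374 and 0.149). The oligodendrocyte list changed by −0.11 and 0.14 (0.993 and 0.154), where camera's direction at 7 h was up while median and mean (−0.02) were below 0. The list of vascular cells and fibroblasts changed by 0.14 and 0.32 (0.891 and 0.198), with a mean of −0.04 at 7 h, and the hypoxia list by −0.00 and −0.29 (0.154 and 0.302), with means of 0.10 and −0.12. Of these camera calls only that of the neuron list at 24 h had a fry p-value under 0.05, before any adjustment over the lists. At an unadjusted limma p under 0.05, the lower and higher genes at 7 h and then at 24 h were 1 and 1, then 9 and 0 for neurons, 0 and 2, then 0 and 0 for astrocytes, 0 and 1, then 0 and 2 for microglia, 2 and 1, then 0 and 1 for oligodendrocytes, 2 and 0, then 1 and 2 for vascular cells, and 1 and 2, then 2 and 2 for hypoxia. None passed adjustment over all probes. Adjusted over the list alone, 1 neuron gene was lower at each time, and 1 vascular gene was lower at 7 h and 2 higher at 24 h. With the spike-in scaling the medians of the astrocyte, microglia, oligodendrocyte and vascular lists were below 0 at both times, and with the other background correction that of astrocytes was as well.

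A lower share of neurons in the cultures is a candidate explanation for the lower synaptic genes. It would raise the lists of the other cell types alike at 24 h. These moved apart when all arrays were used (permutation test over genes, p = 0.0395), astrocytes lying 0.40 below microglia (difference −0.40, permutation p = 0.0067, 0.0402 adjusted over 6 pairs). Without the OGD 24 h replicate 1 array they did not (permutation p = 0.864), at medians of 0.13 for astrocytes, 0.22 for microglia, 0.42 for oligodendrocytes and 0.47 for vascular cells, with −0.35 for neurons and −0.44 for the synaptic list. A lower share of neurons and a lower expression in the neurons therefore cannot be told apart, since 1 array decides the test. Random lists of the same brightness had median changes of −0.13 for the synaptic and −0.09 for the neuron list at 24 h, and 0% and 0.02% of the 10000 lists lay as far from 0 as these lists, which argues against a shift of all probes of that brightness. At 7 h this share was 0.03% for the synaptic list.

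Some genes that the paper measures by qPCR or discusses have array values at no claim. Grin3a changed by −0.29 at 7 h (standard error 0.34, a limma p of 0.418) and −0.88 at 24 h (standard error 0.34, a limma p of 0.0259), lower on all 3 slides at both times, or −0.64 at 24 h without the OGD 24 h replicate 1 array (a limma p of 0.097), and its other probe gave −0.20 and −0.69. For Grin3a at 24 h the array direction is opposite to the paper's qPCR, which found a marked increase in GluN3A mRNA. Grin3b, unaltered in that qPCR, changed by −0.34 and 0.07. Slc8a1 changed by −0.05 and −0.80 on its brightest probe, and at 7 h its other probes gave −0.64 and −0.14. Oprm1 changed by −0.64 and −0.09 on its brightest probe, whereas its other probes had fitted values of 1.27 and 0.47 at 7 h, the latter not well above background on any control array, so no direction can be given at 7 h. At 24 h these other Oprm1 probes gave −0.12 and −0.62, the latter with a limma p of 0.00843 and lower on all 3 slides. The brightest probes of Actb and Gapdh, the reference genes of the qPCR, were saturated on control arrays and are given no fold. The other Gapdh probes were saturated on some control arrays at both times and are given no fold either.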
